# The miR-15a/16-1 and miR-15b/16-2 clusters regulate early B cell development by limiting IL-7 receptor expression

**DOI:** 10.3389/fimmu.2022.967914

**Published:** 2022-08-25

**Authors:** Katharina Hutter, Thomas Rülicke, Tamas G. Szabo, Lill Andersen, Andreas Villunger, Sebastian Herzog

**Keywords:** B cell development, microRNA, miR-15 family, knockout (KO) mice, IL-7 receptor

## Abstract

MicroRNAs are small non-coding RNAs that have emerged as post-transcriptional regulators involved in development and function of different types of immune cells, and aberrant miRNA expression has often been linked to cancer. One prominent miRNA family in the latter setting is the miR-15 family, consisting of the three clusters miR-15a/16-1, miR-15b/16-2 and miR-497/195, which is best known for its prominent tumor suppressive role in chronic lymphocytic leukemia (CLL). However, little is known about the physiological role of the miR-15 family. In this study, we provide a comprehensive *in vivo* analysis of the physiological functions of miR-15a/16-1 and miR-15b/16-2, both of which are highly expressed in immune cells, in early B cell development. In particular, we report a previously unrecognized physiological function of the miR-15 family in restraining progenitor B cell expansion, as loss of both clusters induces an increase of the pro-B as well as pre-B cell compartments. Mechanistically, we find that the miR-15 family mediates its function through repression of at least two different types of target genes: First, we confirm that the miR-15 family suppresses several prominent cell cycle regulators such as *Ccne1*, *Ccnd3* and *Cdc25a* also *in vivo*, thereby limiting the proliferation of progenitor B cells. Second, this is complemented by direct repression of the *Il7r* gene, which encodes the alpha chain of the IL-7 receptor (IL7R), one of the most critical growth factor receptors for early B cell development. In consequence, deletion of the miR-15a/16-1 and miR-15b/16-2 clusters stabilizes *Il7r* transcripts, resulting in enhanced IL7R surface expression. Consistently, our data show an increased activation of PI3K/AKT, a key signaling pathway downstream of the IL7R, which likely drives the progenitor B cell expansion we describe here. Thus, by deregulating a target gene network of cell cycle and signaling mediators, loss of the miR-15 family establishes a pro-proliferative milieu that manifests in an enlarged progenitor B cell pool.

## Introduction

B cells develop in the bone marrow, where they undergo two sequential steps of immunoglobulin gene segment rearrangements, finally giving rise to a unique B cell receptor (BCR). Heavy chain diversity (D) to joining (J) gene segment rearrangement is initiated between the pre-pro and pro-B cell stage and is followed by variable (V) to DJ gene segment recombination in late pro-B cells (1). Successful rearrangement results in expression of an immunoglobulin heavy chain that pairs with the surrogate light chain components VpreB and lambda5, thereby forming the pre-B cell receptor (pre-BCR) (2). Expression of a functional pre-BCR in pre-B cells induces several rounds of cell division before the cell cycle is stalled and light chain (VJ) recombination is initiated. The thereby formed light chain pairs with the heavy chain to form the BCR, marking the immature B cell stage (3). Immature B cells travel to the spleen where they undergo additional maturation steps through several transitional stages, eventually entering the mature B cell pool as marginal zone or follicular B cells (4, 5).

As heavy and light chain gene segment recombination in early B cell development is based on the introduction of DNA double strand breaks, the stepwise progression through the abovementioned stages needs to be tightly regulated. This ensures the proper separation of proliferation and cell cycle arrest to allow somatic rearrangements, which has been demonstrated as critical to maintain genomic stability and to prevent malignant transformation and blood cancer (6–8). In early B cells, this biphasic sequence is mainly coordinated by the interplay of three receptors and their downstream signaling pathways: The IL-7 receptor (IL7R), which contributes to pro- and pre-B cell survival, is critical for proliferation and at the same time inhibits differentiation by downregulation of FOXO1 and repression of *Rag1* and *Rag2* genes (9); the abovementioned pre-BCR, as well mediating cell survival and proliferation, but also light chain recombination (10); and the chemokine receptor CXCR4, which instructs proper positioning of B cell progenitors in the bone marrow microenvironment and promotes cell cycle exit, pre-BCR repression and light chain rearrangement (11). However, even with these main players identified, it appears fair to say that the precise gene regulatory networks that govern early B cell development are not fully understood.

Since their discovery, microRNAs (miRNAs), small non-coding RNAs with a length of about 21 to 25 nucleotides, have emerged to establish an additional layer of gene regulation in almost all biological processes. They exert their function by sequence-specific binding to the 3’ UTR of target mRNAs, resulting in inhibition of translation or mRNA decay and ultimately in post-transcriptional repression of their target genes (12). Given that more than 60% of all protein coding genes in mammals are predicted to be targeted by miRNAs (13), it is not surprising that also B cell development in the bone marrow is shaped by certain miRNAs such as the miR-17-92 cluster and miR-34a (14, 15). However, with an estimated number of about 50 different miRNAs expressed at functionally relevant levels in early B cell development (16), it is likely that additional regulators will emerge upon thorough analysis, such as in *in vivo* loss-of-function mouse models. A possible candidate in this context is the miR-15 family, comprising the three bicistronic clusters miR-15a/16-1, miR-15b/16-2 and miR-497/195 (17). Of these clusters, only the first two are highly expressed throughout B cell development, whereas miR-497 and miR-195 are predominantly found in non-immune cells and consequently both have been described as dispensable for the immune system in a previous study (18). We therefore decided to focus on miR-15a/16-1 and miR-15b/16-2 for this particular study. The miR-15 family is best known for its tumor-suppressive activity in B cell chronic lymphocytic leukemia (CLL), in which the chromosomal region encoding the miR-15a/16-1 cluster is deleted in about 60% of all patients (19). This role has been recapitulated in mouse models, in which deletion of either the miR-15a/16-1 or the miR-15b/16-2 cluster also promoted a CLL-like disease (20, 21). However, both mouse models have been reported to display normal B cell development, possibly indicating that the lack of obvious phenotypes in individual miR-15a/16-1 and miR-15b/16-2 knockout mice is the result of a compensatory effect by the remaining cluster. In fact, our own work using an *in vitro* knockdown approach that targets the whole miR-15 family suggested that the miR-15 family fine-tunes the pre-B to immature B cell transition (22).

To investigate this in detail and in a complex *in vivo* environment, we have therefore generated a conditional mouse model for the immune cell-specific deletion of both miR-15a/16-1 and miR-15b/16-2 clusters. Exploiting this model, we demonstrate that one of the main physiological functions of the miR-15 family is to restrict expansion of B cell progenitors in a dose-dependent manner. Mechanistically, our data show that the miR-15 family directly limits expression of the IL7R, and that loss of this repression results in increased IL7R protein levels as well as in enhanced activation of the PI3K/AKT signaling pathway. Thus, in synergy with the repression of cell-cycle regulatory genes that have been previously described to establish an anti-proliferative state in various systems, such as *Cdc25a*, *Ccnd3* and *Ccne1*, the miR-15 family constricts growth factor receptor signaling and thereby contributes to the biphasic sequence with concomitant phases of proliferation and cell cycle arrest.

## Material and methods

### Animals

The conditional miR-15a/16-1 and miR-15b/16-2 alleles were generated by CRISPR/Cas9-facilitated homologous recombination in murine ES cells, as already described for targeting of the miR-497/195 cluster (18). In short, KH2 ES cells [Premsrirut et al. (23), C57BL/6 x 129/Sv background, kindly provided by J. Zuber, IMP, Vienna] were electroporated (Nucleofector Kit; Lonza, Switzerland) with two Cas9/sgRNA vectors encoding GFP [pX458, Addgene #48138, kindly provided by Feng Zhang (24)] as a marker and the targeting DNA template containing the miRNA cluster flanked by loxP sites (see **Supplementary Table S1** for detailed sgRNA sequences). After 36 h, ES cells were sorted for GFP^hi^ cells and plated at a low density on feeder cells. Individual ES cell clones were screened by PCR, sequenced, and then used for injection in C57BL/6NRj blastocysts. High percentage chimeras were bred with C57BL/6NRj females to confirm germline transmission and then further backcrossed to generate a congenic strain. Cre-mediated recombination in hematopoietic stem cells was induced by mating with C57BL/6N.Cg-Tg(Vav-Cre) mice (25) or C57BL/6N.Cg-Tg(Mb1-Cre) mice to mediate B-cell specific deletion (26).

Animals were kept pathogen-free according to FELASA recommendations (27) under controlled environmental conditions (temperature 22°C ± 1°C, relative humidity of 40–60%), a 12:12 h light/dark cycle, in a facility for laboratory rodents. Food (regular mouse diet; Ssniff, Germany) and water were provided *ad libitum*. Mice were maintained in small groups in individually ventilated cages lined with wood shavings as bedding and enriched with nesting material. If not stated otherwise, mice were analyzed at an age of 10–12 weeks. For all experiments, male and female mice were used in comparable numbers.

### Preparation of single-cell suspension

Single-cell suspensions for flow cytometry were obtained by pulpifying spleens through a 70-µm filter. For bone marrow cell suspensions, femurs and tibiae were isolated, ground, and filtered through a 70-µm filter. Lysis of erythrocytes for spleen and blood samples was performed by incubating the cells for 3–5 min in 1 mL lysis buffer (155 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA; pH 7.5). Cells were resuspended and washed in FACS buffer (PBS with 1% FCS). Cells were counted using a Neubauer counting chamber.

### Flow cytometry

Single-cell suspensions were stained in 96-well plates with 30 µL of the antibody cocktails for 20 min at 4°C. Nonspecific antibody binding was blocked by pre-incubating the cells with anti-CD16/31 antibodies in 30 µL FACS buffer for 10 min at 4°C. All centrifugation steps were performed with 530 g for 2 min. For the antibody cocktails, the following antibodies were used: anti-B220-BV510 (BioLegend, 103247, 1:300), anti-CD19-BV605 (BioLegend; 115540, 1:300), anti-AA4.1-PE/Cy7 (BioLegend; 136507, 1:300), anti-CD25-PE (BioLegend; 102007, 1:300), anti-c-Kit-APC (BioLegend; 135108, 1:300), anti-IgM-FITC (BioLegend; 406506, 1:300), anti-IgD-PerCpCy5.5 (BioLegend; 405710, 1:300), anti-NK1.1-APC (BioLegend; 108709, 1:300), anti-gdTCR-PE (BioLegend; 118108, 1:400), anti-CD27-FITC (BioLegend; 124207, 1:300), anti-CD43-PE (BD Biosciences; 7297616, 1:300), anti-NK1.1-PeCy7 (BioLegend; 108714, 1:300), anti-C11b-APC-Cy7 (BioLegend; 101226, 1:300), anti-TCRbeta-PerCPCy5.5 (BioLegend; 109228, 1:300), and anti-B220-FITC (BioLegend; 103206, 1:300), anti-CD11c-Pe/Cy7 (BioLegend; 117317, 1:300), anti-NK1.1-APC (BioLegend; 108710, 1:300), anti-Ly6C-PerCPCy5 (BioLegend; 128012), anti-Ly6G-BV421 (BioLegend; 127627, 1:300), anti-F4/80-biotin (BioLegend; 123105; 1:300), anti-SiglecF-PE (BioLegend; 155505, 1:300), BV605-Streptavidin (BioLegend; 405229; 1:300), CD127-Pe/Cy7 (BioLegend; 135013, 1:300), anti-CD34-FITC (Miltenyi; 130-105-831, 1:300), anti-Sca1-PE (BioLegend; 108107, 1:300), anti-CD16/32-PerCPCy5.5 (BioLegend; 101323, 1:300), anti-c-Kit-BV421 (BioLegend; 105828, 1:300), APC-Cy7-Streptavidin (BioLegend; 405208, 1:400). The lineage cocktail to exclude mature immune cell populations for the hematopoietic progenitors analysis combined anti-B220-bio, anti-Ter119-bio, anti-CD11b-bio, anti-Gr-1-bio, anti-CD3-bio (eBioscience; 13-0031-75, 1:100).

Apoptotic cells were stained using Topro3 (1:10000) for exclusion of dead cells and AnnexinV-FITC (1:10000) prior to flow cytometric analysis.

Flow cytometric analysis was performed on a FACS LSR Fortessa instrument (BD Biosciences), and sorting was performed on a FACS Aria III (BD Biosciences) cell sorter. Data were analyzed using FlowJo software (BD Life Science, USA).

### Intracellular Staining (pAKT)

After the surface staining, cells were washed in 1% BSA/PBS and fixed in 4% PFA/PBS for 15 min at room temperature (RT). After one washing step (1% BSA/PBS) cells were permeabilized in PermBuffer (saponin-based permeabilization and wash buffer; ThermoFisher) for 15min and subsequently stained with pAKT Ser473 (Cell Signaling; 4060, 1:200) or an IgG Isotype control (Cell Signaling; 3900) for 60 min at RT. Cells were washed and incubated with the secondary antibody anti-rabbit IgG-Alexa647 (Cell Signaling; 4414, 1:500) for 30 min at RT.

### MACS of bone marrow B cells for qPCR

Bone marrow cell suspensions were stained with 100 µl anti-B220-biotin antibody solution (BioLegend; 103204, 1:100) and incubated for 20 min at 4°C. Cells were washed in FACS buffer, the pellet was resuspended in 200 µl MACS beads (Invitrogen; MSNB-6002-74; dilution 1:10 in FACS buffer) and incubated for 5 min at RT. The cell/bead suspension was mixed with 3 ml FACS buffer and placed on a magnet for 10 min at RT. FACS buffer was discarded and the cell/bead suspension was washed once more by repeating the previous step. In the last step, the FACS buffer was discarded and the cell/bead suspension was resuspended in 500 µl Trizol (Invitrogen; 15596-018).

### Quantitative real-time PCR

RNA of sorted cells was isolated using the Quick-RNA Microprep Kit according to manufacturer’s instructions (Zymo; R1050). For analysis of miRNA genes, RNA was isolated using Trizol according to manufacturer’s instructions and reverse-transcribed with the miRCURY LNA RT Kit (QIAGEN, Hilden, Germany; 339340) followed by SYBR Green qPCR (miRCURY LNA SYBR Green PCR Kit; QIAGEN; 339356; miRCURY LNA miRNA PCR Assays (339306); see **Supplementary Table S1** for details) using expression of SNORD68 (small nucleolar RNA, C/D box 68) as a reference. For RNA sequencing target validation, RNA was reverse-transcribed using the iScript cDNA synthesis Kit (Bio-rad 1708891) and cDNA samples were analyzed with the Luna Universal qPCR Master Mix (NEB, M3003; see **Supplementary Table S1** for primer sequences). Final quantification was performed using the ΔΔCT method.

### RNA sequencing

RNA sequencing was performed as a service by Novogene (Cambridge, UK). In short, total RNA was isolated using the RNeasy Micro Kit according to manufacturer’s instructions (QIAGEN; 74004) and amplified and reverse transcribed into cDNA using the SMART-seq protocol (Takara), followed by a quality control and library preparation. Paired end sequencing (reads of 150 nt) was performed on a NovaSeq 6000 (Illumina). For data analysis, single end reads were trimmed using Trimmomatic (28), aligned using STAR aligner (29) and counted with FeatureCounts (30). Differential gene expression was analyzed using EdgeR (31, 32).

### Transfections and retroviral transductions

Retroviral supernatants were produced in HEK293T cells. Per sample, 400 ng of DNA for the plasmid of interest, 150 ng of HIT60 and 150 ng pVSVg were diluted in 20 μl IMDM medium (Sigma-Aldrich) and mixed with 20 μl IMDM medium containing 1.2 μl of 1 mg/mL polyethylenimine (PEI, Polysciences). Following a 20 min incubation step at room temperature, the DNA:PEI mix was pipetted into a 24-well tissue culture plate and 230 μl of HEK293T at a density of 6 × 10^5^ cells per ml were plated on top. After 30 – 40 hours viral supernatants were harvested, mixed with polybrene (16 μg/mL final concentration) and used for spin-infection of cells in 1.5 ml reaction tubes or 96-well plates (400 g at 37°C for 90 min).

### 3’ UTR reporter assays

UTRs of interest were amplified by PCR (see **Supplementary Table S1** for details), purified by agarose gel isolation (Monarch DNA Gel Extraction Kit, NEB (T1020L)) and ligated into LMP-destGFP (22) 3′ of the destabilized GFP cDNA *via XhoI* and *ClaI*. The pre-B cell line WK3 was transduced with the respective retroviral supernatants and cells were selected for puromycin resistance by adding puromycin at a concentration of 1 μg/ml for 3–4 days. For the suppression assays, cells were further transduced with a previously described plasmid encoding dsRed as a marker together with the miR-15a/16-1 cluster (22) or an empty vector as a control. For the sponge-mediated derepression of endogenous miRNAs, a scrambled sponge or a sponge containing multiple binding sites for miR-16 were used (22). In experimental settings, cells were always cultured in the absence of puromycin.

### Cell lines and cell culture

The pre-B cell line WK3 was derived by extended culture of total bone marrow of SLP-65-deficient mice in IL-7-supplemented medium (22). Pre-B cells were cultured in IMDM (Sigma) containing 7.5% FCS (Biochrom Superior), 100 U/ml penicillin, 100 U/ml streptomycin (PAN), 50 μM 2-mercaptoethanol and IL-7 (produced and secreted by transgenic J558L cells) in excess. In short, each batch of the IL-7-containg J558L supernatant was titrated to determine the lowest concentration to support maximal pre-B cell proliferation, and this amount was doubled for standard cell culture. HEK293T cells were cultured in the same medium, but without addition of IL-7.

For the culture of primary B cell progenitors, the bone marrow of miR-15a/b^+/+ Vav-Cre^ or miR-15a/b^fl/fl Vav-Cre^ mice was sorted for the c-KIT^+^B220^+^CD19^-^NK1.1^-^ population and cells were seeded in a 96-well plate in 100 µl IMDM medium (7.5% FCS (Biochrom Superior), 100 U/ml penicillin, 100 U/ml streptomycin (PAN), 50 μM 2-mercaptoethanol, 100 ng/ml SCF, 5 ng/ml IL-7 and 50 ng/ml FLT3L) at a density of 5 x 10^4^ cells/ml. Upon a “recovery phase” of 4-5 days, progenitor cells typically started to proliferate and were subsequently kept in culture and split regularly. B cell progenitors were used for experiments while in this proliferative phase, and were discarded when the proliferation rate dropped significantly, typically after 3-4 weeks of culture. To induce differentiation of progenitors *in vitro*, cells were cultured in the absence of IL-7 for 48 hours.

### EdU assay

To assess *in vitro* proliferation, cells were analyzed with the Click-iT Flow Cytometry Assay Kit (Invitrogen; C10419) according to the manufacturer’s protocol, using a labeling time of 4 hours at an EdU concentration of 10 µg/ml.

### Western blot

For Western blot analysis, cells were lysed in ice-cold RIPA buffer (50 mM Tris–HCl, pH 7.4, 1% NP-40, 0.25% sodium deoxycholate, 150 mM NaCl, 1 mM EDTA (pH 8), protease inhibitor cocktail Sigma, 10 mM Na3VO4, 10 mM NaF), mixed 1:1 with reducing sample buffer (62.5 mM Tris pH 6.8, 2% SDS, 10% Glycerol, 100 mM DTT), boiled for 5 min at 95°C, and loaded onto a SDS–PAGE gel. Western blotting was performed using PVDF membranes.

Proteins were detected using anti-pAKT Ser473 (Cell Signaling; 4060), anti-AKT (Cell Signaling; C67E7), and anti-actin antibodies (Cell Signaling; 13E5). Bound antibodies were visualized with HRP-labeled secondary antibodies and the ECL system (Advansta) on a light-sensitive film (Amersham, GE).

### Statistical analysis

Values in figures depict mean ± standard deviation (SD), and each mouse or experiment is represented as a dot. The two experimental groups were statistically analyzed by unpaired two-tailed Student’s t-tests using Prism 9 software (GraphPad). P-values < 0.05 were considered as statistically significant, and graphs were labeled according to following scheme: ***P < 0.005, **P < 0.005, and *P < 0.05.

## Results

### Generation of conditional miR-15a/16-1 and miR-15b/16-2 double knockout mice

To study whether the miR-15 family is involved in early B cell development, we generated a conditional mouse model for the Cre-mediated deletion of both the miR-15a/16-1 and miR-15b/16-2 clusters, the main family members expressed within the hematopoietic system. The conditional alleles were generated using CRISPR/Cas9-assisted editing to flank the endogenous clusters - embedded within introns of non-coding (*Dleu2* for miR-15a/16-1) and coding (*Smc4* for miR-15b/16-2) genes, respectively - with loxP sites in embryonic stem (ES) cells (**Figures S1A, B**). To delete the respective miRNA clusters in the hematopoietic system, mice derived from these ES cells were intercrossed and then initially bred with the *Vav*-Cre strain (25) to generate single miR-15a/16-1 fl/fl (hereafter miR-15a^fl/fl Vav-Cre^) and miR-15b/16-2 fl/fl (miR-15b^fl/fl Vav-Cre^) as well as miR-15a/16-1 fl/fl miR-15b/16-2 fl/fl (miR-15a/b^fl/fl Vav-Cre^) double knockout (DKO) mice. To verify the loss of the respective miRNAs in all genotypes compared to the control, we analyzed their expression in sorted bone marrow B cells by quantitative PCR. As expected, expression of miR-15a was undetectable in miR-15a^fl/fl Vav-Cre^ and miR-15a/b^fl/fl Vav-Cre^ DKO mice, and likewise there was no miR-15b in miR-15b^fl/fl Vav-Cre^ and DKO mice, respectively. Moreover, since the mature forms miR-16-1 and miR-16-2 are identical, a complete loss of miR-16 was only detectable in miR-15a/b^fl/fl Vav-Cre^ DKO mice, whereas miR-15a^fl/fl Vav-Cre^ and miR-15b^fl/fl Vav-Cre^ mice showed an approximately 50% reduction compared to miR-15a/b^+/+ Vav-Cre^ controls (**Figure 1A**).

**Figure 1:**
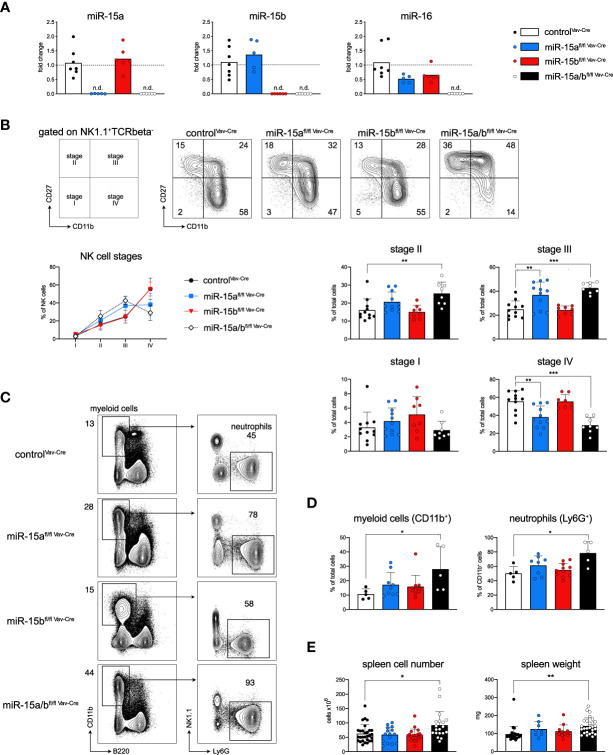
Hematopoietic deletion of miR-15a/16-1 and miR-15b/16-2 blocks NK cell development and promotes the accumulation of myeloid cells. **(A)** Quantitative PCR for the expression of mature miR-15a, miR-15b and miR-16 in B cells derived from miR-15a/b^+/+ Vav-Cre^, miR-15a^fl/fl Vav-Cre^, miR-15b^fl/fl Vav-Cre^ and miR-15a/b^fl/fl Vav-Cre^ mice. Each dot represents the data derived from one mouse. n.d. = not detected. **(B)** NK cells defined as NK1.1^+^TCRbeta^-^ were classified as stage I to stage IV based on their expression of CD27 versus CD11b (schematic left panel and contour plots, numbers indicate the percentage of cells within the respective quadrant). The line and bar graphs show the analysis of all data sets for the depicted genotypes, and again each dot represents data from one mouse. **(C)** Schematic illustration of the gating strategy and representative primary data for myeloid cells and neutrophils in spleens derived from all genotypes. Numbers indicate the percentage of cells within the respective gate. **(D)** Bar graphs show the percentages of indicated populations within total cells or CD11b^+^ myeloid cells for all analyzed mice. **(E)** Bar graphs indicate the total splenic cell numbers and spleen weight for the respective genotypes. Each dot represents the data derived from one mouse. Error bars depict the standard deviation of the mean. Sample groups were statistically compared as indicated by an unpaired two-tailed Student’s t-test. *P < 0.05; **P < 0.005; ***P < 0.0005.

### Loss of miR-15 interferes with NK cell development and slightly enhances myeloid cell numbers

To validate the deletion of the respective miR-15 family members also on the functional level, we furthermore compared our mouse model to previously published miR-15 loss-of-function phenotypes. A study by Sullivan et al. has described a partial block in NK cell development at the stage III to stage IV transition upon NK-cell specific deletion of the miR-15a/16-1 cluster (33). Our analysis clearly recapitulated this finding in miR-15a^fl/fl Vav-Cre^ mice, and interestingly the developmental block was further aggravated in miR-15a/b^fl/fl Vav-Cre^ DKO compared to the single knockout mice (**Figures 1B**, **S1C**). However, while clearly contributing to the DKO phenotype, the miR-15b/16-2 cluster alone seemed to be dispensable for NK cell maturation, as miR-15b^fl/fl Vav-Cre^ mice did not show any perturbations upon deletion of the cluster, pointing towards different roles of the individual miR-15 family clusters in this setting (**Figure 1B**). In the myeloid compartment, a recent publication has revealed that concomitant loss of both miR-15a/16-1 as well as miR-15b/16-2, albeit not in a conditional model, promotes the development of acute myeloid leukemia (AML) at an age of approximately 5 months (34). According to our analysis, a dose-dependent myeloid expansion was already detectable in 10 to 12 weeks old mice, with the strongest impact in the DKOs and mainly affecting neutrophils (**Figure 1C, D**). Furthermore and in consequence of the myeloid phenotype, both with respect to relative frequencies and total cell numbers, spleen weight and splenic cellularity were significantly increased in miR-15a/b^fl/fl Vav-Cre^ mice (**Figures 1E**, **S1B**). Together, these data demonstrate a dose-dependent role of the miR-15a/16-1 and miR-15b/16-2 clusters in previously reported non-B cell hematopoietic lineages, and overall validate the function of our mouse model. This, of course, raised the question about the effects of their combined deletion in B cells as the lineage mostly affected by pathological loss of one of the miR-15 family clusters.

### Loss of the miR-15a/16-1 and miR-15b/16-2 clusters impairs B cell development

Motivated by our previous *in vitro* study pointing towards a role of the miR-15 family in early B cell development (Lindner et al., 2017), we analyzed the B cell composition of the bone marrow in miR-15 single and DKO mice (**Figure 2A**). Overall, the total number of B cells in the bone marrow was reduced upon miR-15 loss, which is likely caused by the expansion of the myeloid cell pool (**Figure S2A**). Within the B cell compartment, we observed a dose-dependent increase in the pro-B cell subset for all three knockout genotypes (**Figure 2B**), with the effect being most severe in the DKO mice. Notably and as discussed later, we also observed a significantly higher surface expression of the pro-B cell marker c-KIT/CD117, in response to transcriptional upregulation of the respective gene, in mice lacking miR-15 expression (**Figures 2A**, **S2B**). In analogy to the pro-B cells, the pre-B cell fractions were increased in the single knockouts, but not significantly in the DKO, most likely due to the strong relative increase in pro-B cells (**Figure 2B**). In contrast, the intermediate B cell population (c-KIT^-^CD25^-^), an in-between stage cells pass through during differentiation from pro- (c-KIT^+^CD25^-^) to pre-B cells (c-KIT^-^CD25^+^), was not significantly altered in any of the genotypes. Notably, determining the ratio of pro-B to intermediate B cells revealed a dose-dependent shift towards pro-B cells upon loss of the miR-15 family, pointing towards a compromised transition at this stage (**Figure 2C**, upper panel). Likewise, pre-B cells in all knockout genotypes were relatively enriched over immature B cells (**Figure 2C**, lower panel), indicating a mild developmental block. To test whether the observed effect of the miR-15 family on early B cell development is B cell intrinsic, we additionally generated a B cell-specific deletion of both miR-15a/16-1 and miR-15b/16-2 clusters. Here, we made use of the *Mb1*-Cre strain in which Cre is expressed already at a very early pro-B cell stage, enabling us to study the effect of the combined loss of the miR-15a/b clusters at the earliest possible time point (26). In accordance with the miR-15a/b^fl/fl Vav-Cre^ mice, the B cell-specific deletion of miR-15a/b resulted in elevated pro-B cell frequencies in miR-15a/b^fl/fl Mb1-Cre^ mice (**Figures 2D**, **S2C**), indicating that the early B cell phenotype is indeed B cell intrinsic. Notably, pre-B cells were also significantly increased in this system, and the ratio of pro- to intermediate B cells as well of pre- to immature B cells again revealed developmental blocks, albeit incomplete, at the pro- and the pre-B cell stages (**Figures 2C, D**, **S2C**). This suggests that both pro-B as well as pre-B fractions expand upon loss of the miR-15 family, and furthermore confirms our previous *in vitro* data showing an involvement of the miR-15 family in the pre-B to immature B cell transition (22).

**Figure 2:**
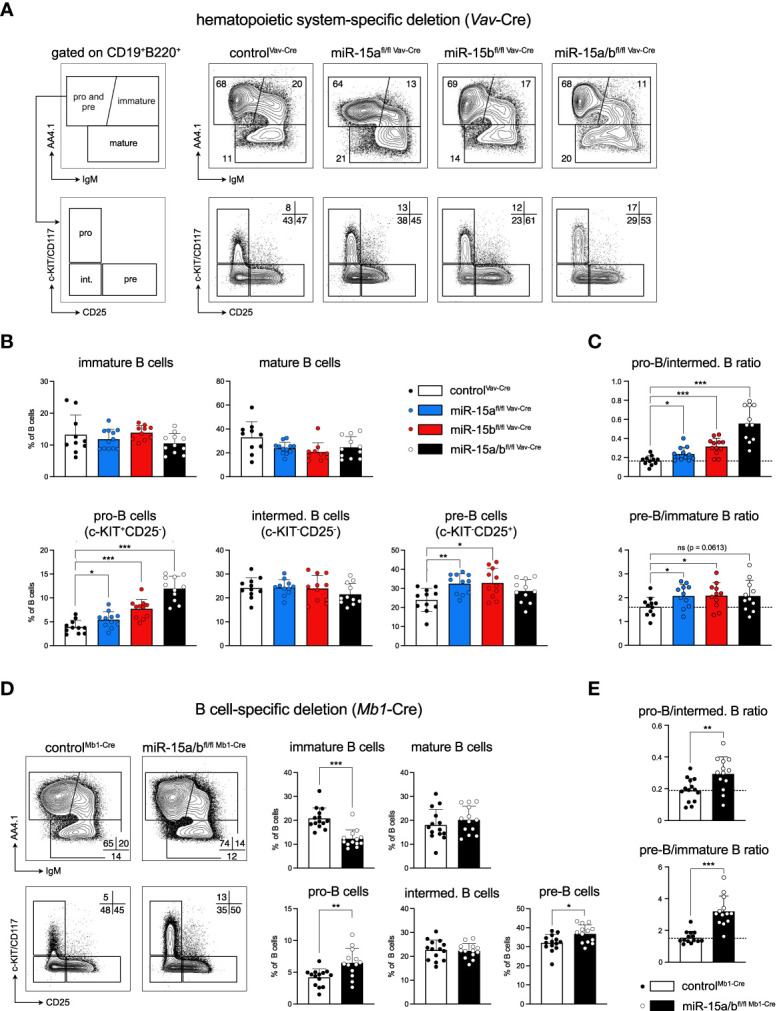
Loss of the miR-15a/16-1 and miR-15b/16-2 cluster impairs early B cell development. **(A)** Representative illustration of the gating strategy for pro-B and pre-B (AA4.1^+^IgM^-^), immature (AA4.1^+^IgM^+^) and mature B cells (AA4.1^-^) in the bone marrow. Pro-B and pre-B cells were further separated into pro-B (c-KIT^+^), intermediate B (c-KIT^-^CD25^-^) and pre-B cells (CD25^+^). The panel on the right provides representative FACS plots for all genotypes analyzed here. Numbers indicate the percentage of cells within the respective gate. **(B)** Bar graphs show the percentage of immature and mature B cells (upper lane) and pro-B, intermediate and pre-B cells (lower lane) within the B220^+^CD19^+^ B cell population in the bone marrow of miR-15a/b^+/+ Vav-Cre^, miR-15a^fl/fl Vav-Cre^, miR-15b^fl/fl Vav-Cre^ and miR-15a/b^fl/fl Vav-Cre^ mice. Each dot represents the data derived from one mouse. **(C)** Ratio of the relative percentages of pro-B to intermediate B cells as well as pre-B to immature B cells calculated from the data in **(B)**. A dashed line marks the averaged ratio of the control^Vav-Cre^ mice. Each dot represents the data derived from one animal. **(D)** Representative FACS plots and bar graphs show the percentage of B cell subpopulations in the bone marrow upon B cell-specific deletion (*Mb1-Cre*) of the miR-15a/16-1 and miR-15b/16-2 clusters. **(E)**. As in C, bar graphs depict the pro-B to intermediate B cell ratio as well as the pre-B to immature B cell ratio for control^Mb1-Cre^ mice and miR-15a/b^fl/fl Mb1-Cre^ mice. A dashed line marks the averaged ratio of the control. Error bars depict the standard deviation of the mean. Each of the different miR-15 knockout groups were statistically compared to control mice by an unpaired two-tailed Student’s t-test. *P < 0.05; **P < 0.005; ***P < 0.0005.

To exclude that the higher progenitor B cell percentages are derived from a general bias of hematopoiesis towards the lymphocyte lineage, we examined the bone marrow of *Vav*-Cre mice regarding its composition of different hematopoietic lineage progenitors, i.e. common lymphoid progenitors (CLPs), granulocyte-monocyte progenitors (GMPs), megakaryocyte-erythroid progenitors (MEPs) and common myeloid progenitors (CMPs). However, these subsets did not show any alterations in miR-15a^fl/fl Vav-Cre^, miR-15b^fl/fl Vav-Cre^ and miR-15a/b^fl/fl Vav-Cre^ mice (**Figure S3**), indicating that the miR-15 family affects cells only once committed to the B lymphocyte lineage.

### Loss of the miR-15 family results in pro-B cell expansion *in vitro*

To investigate the role of the miR-15 family in early B cell development and to dissect the molecular mechanism underlying the miR-15-mediated regulation in more detail, we made use of a stromal cell-free *in vitro* system that allows the cultivation of primary B cell progenitors (35). Here, B220^+^c-KIT^+^CD19^-^NK1.1^-^ cells with myeloid and lymphoid potential are sorted from the bone marrow, and in the presence of IL-7, FLT3L and SCF those cells differentiate into CD19^+^ cells that recapitulate all stages of early B cell development including pro-B (c-KIT^+^CD25^-^), intermediate (c-KIT^-^CD25^-^) and pre-B cells (c-KIT^-^CD25^+^; **Figure 3A**). Notably, under excessive growth factor conditions, cells derived from control mice as well as from miR-15a/b^fl/fl Vav-Cre^ mice gave rise to comparable percentages of B cell progenitors *in vitro*, supporting our earlier finding that B cell lineage commitment *per se* is not strongly affected by loss of the miR-15 family (**Figure 3B**). However, a significant advantage of this progenitor culture system is that it also allows an assessment of the differentiation potential of the cells. Upon IL-7 withdrawal as the key factor to instruct proliferation, the steady state distribution of progenitor cells normally shifts from a pro-B/intermediate B towards a pre-B cell-centric pattern (**Figure 3C**). Interestingly, loss of the miR-15 family interfered with this differentiation, as cells derived from miR-15a/b^fl/fl Vav-Cre^ mice failed to generate pre-B cells as efficient as the control cells (**Figure 3C**). As differentiation and proliferation appear to be mutually exclusive phases throughout early B cell development, we wondered whether the reduced differentiation capacity and the elevated progenitor B cell frequencies *in vivo* could be the consequence of enhanced expansion. To test this, actively proliferating miR-15a/b^fl/fl Vav-Cre^ and control progenitor cells derived as described above were transduced with different fluorescent markers, mixed and monitored for the outgrowth of one or the other population. In this assay, miR-15a/b^fl/fl Vav-Cre^ cells consistently outcompeted the control cells over time (**Figure 3D**), pointing towards increased survival, proliferation or both. To further assess this, we quantified EdU incorporation and analyzed apoptosis by AnnexinV staining. While the percentage of apoptotic cells was similar for control and miR-15a/b^fl/fl Vav-Cre^ cells, DNA synthesis as an indirect indicator for proliferation was significantly enhanced upon loss of the miR-15 family (**Figures 3E, F**). Thus, our findings suggest that the miR-15a/16-1 and miR-15b/16-2 clusters limit progenitor B cell proliferation and thereby enable efficient differentiation under physiological conditions.

**Figure 3:**
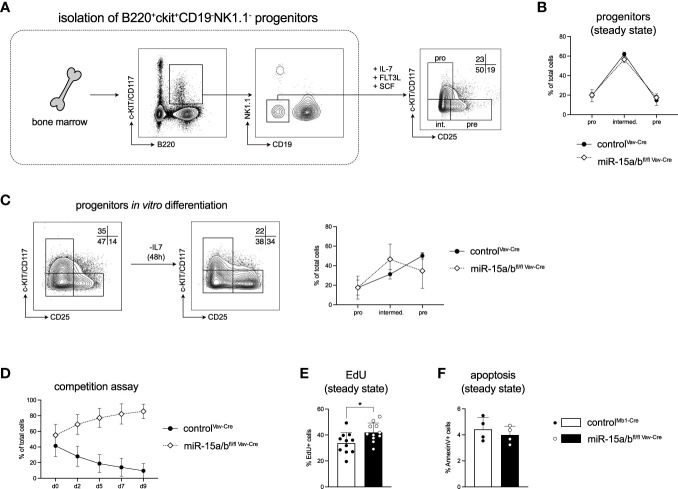
Loss of the miR-15 family results in B cell progenitor expansion *in vitro*. **(A)** Schematic illustration of the sorting strategy for the B cell progenitor *in vitro* culture. B220^+^c-KIT^+^NK1.1^-^CD19^-^ B cell progenitors were sorted from the bone marrow of miR-15a/b^fl/fl Vav-Cre^ and miR-15a/b^+/+ Vav-Cre^ mice and cultured in the presence of IL-7, FLT3L and SCF. A representative FACS plot depicts the percentages of pro-B (c-KIT^+^CD25^-^), intermediate B (c-KIT^-^CD25^-^) and pre-B cells (c-KIT^-^CD25^+^) under basal conditions after 1 week. **(B)** Statistical analysis of the distribution of pro-, intermediate and pre-B cell progenitors derived from miR-15a/b^fl/fl Vav-Cre^ mice and miR-15a/b^+/+ Vav-Cre^ mice under basal conditions. **(C)** Representative FACS blots and statistical analysis of the progenitor B cell differentiation upon IL-7 withdrawal *in vitro.* **(D)** Progenitors from miR-15a/b^fl/fl Vav-Cre^ mice and miR-15a/b^+/+ Vav-Cre^ mice were labeled via stable expression of either dsRed or GFP, mixed at equal ratios at a cell density of 5 x 10^4^ cells/ml and tracked over time by flow cytometry in the presence of all growth factors. **(E)** The bar graph depicts the percentages of EdU^+^ progenitors derived from miR-15a/b^fl/fl Vav-Cre^ mice or miR-15a/b^+/+ Vav-Cre^ mice after labeling with 10 ug/ml EdU for 4 hrs. **(F)** Quantification of the percentage of apoptotic progenitors under steady state conditions as analyzed by AnnexinV staining. Error bars depict the standard deviation of the mean. Numbers indicate the percentage of cells in the respective region. MiR-15a/b^fl/fl Vav-Cre^ progenitors were statistically compared to miR-15a/b^+/+ Vav-Cre^ progenitors by an unpaired two-tailed Student’s t-test. *P < 0.05.

### The IL-7 receptor is a direct target of the miR-15 family

Having identified a clear function of the miR-15 family in restricting progenitor B cell expansion, we wondered whether this phenomenon could be linked to the repression of particular target genes. With pro-B cells being affected the most in early B cell development, we performed RNA sequencing of sorted control and miR-15a/b^fl/fl Vav-Cre^ cells from this particular stage. 

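Pro-B cells, the progenitors that rearrange the immunoglobulin heavy chain gene, were sorted from the bone marrow of 4 control mice (miR-15a/b^+/+ Vav-Cre^) and 4 DKO mice (miR-15a/b^fl/fl Vav-Cre^) aged 10 to 12 weeks. Each mouse gave 1 RNA library, and Vav-Cre deletes the floxed clusters in hematopoietic cells. Reads over *Mir16-1*, a gene of the deleted miR-15a/16-1 cluster, numbered 5, 1, 2 and 4 in the control libraries and 0 in every DKO library. *Mir15a* and *Mir16-2* each had a total of 1 read in the control libraries and 0 in the DKO libraries, and *Mir15b* had 0 in both groups, so these genes had too few reads to be tested. *Dleu2*, the non-coding host gene of the miR-15a/16-1 cluster, lies on chromosome 14 of GRCm38 from 61602836 to 61682373. It was present at 39.2 ± 4.90 CPM (TMM-normalized counts scaled to library size; SD, n = 4 mice) in control cells and at 203 ± 26.6 CPM (SD, n = 4) in DKO cells. This is a log2 fold change of 2.37 (standard error 0.12, adjusted p = 5.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interval of *Dleu2* overlaps those of *Trim13* and *Kcnrg* on the other strand, and the strand setting of the counting is not given in the sources used here. *Smc4*, the coding host gene of the miR-15b/16-2 cluster, was at 270 ± 31.1 CPM in control and 314 ± 73.4 CPM in DKO cells (SD, n = 4 each), with an adjusted p of 0.476 from the same edgeR test. *Xist*, which is transcribed from the inactive X chromosome, was at 0.0500 CPM of all counts in control mouse 1, at 0.140 in DKO mouse 3 and at 0 in DKO mouse 4, and between 71.1 and 97.1 in the other libraries. The summed level of the Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* was 158 to 175 CPM in those 3 libraries and at most 0.209 CPM in the others.

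The authors amplified the cDNA by the SMART-seq protocol, sequenced it as paired ends on a NovaSeq, and carried single end reads through Trimmomatic, STAR and featureCounts to a table of raw counts per gene. The table holds 24746 genes, of which 7768 have no count in any library. Total counts per library ranged from 38257907 to 41530921 in control (median 39720816) and from 38073065 to 43288133 in DKO mice (median 40535006), and *Igll1*, which encodes a surrogate light chain of the pre-B cell receptor, was the most abundant gene in each. The submitters' processing notes name GRCm39, whereas 99.7% of the 24156 genes matched by symbol overlap their GRCm38 position in GENCODE M21, so GRCm38 was used for coordinates. Here the counts were normalized by TMM, genes with low counts were removed by edgeR's filterByExpr, and the groups were compared over the remaining 12714 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.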

Anticipating that direct target genes become upregulated upon deletion of the miR-15 family, we focused on this fraction of the differentially expressed genes (346 genes in total; **Figure 4A**, grey quadrant). 

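In DKO pro-B cells 337 genes were higher and 245 were lower than in control pro-B cells at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 4 mice per group). The log2 fold change exceeded 0.5 for 242 of the higher genes and lay below -0.5 for 200 of the lower genes, and 94 genes were at least 2-fold higher and 88 at least 2-fold lower. The paper's text gives no fold change threshold for its 346 higher genes, so the 337 are not a matched count. Above 0.5 log2, edgeR's likelihood ratio test gave 357 higher genes. With libraries scaled by their size alone, the quasi-likelihood test gave 263 higher and 279 lower genes. *Kcnip3*, which encodes a calcium-binding protein that modulates potassium channels, rose from 0.0951 ± 0.157 CPM in control cells, where 2 libraries had no read of it, to 17.5 ± 7.44 CPM in DKO cells (SD, n = 4 each). *Pacsin1*, which encodes a membrane-bending protein of endocytosis, rose from 0.445 ± 0.0879 to 10.4 ± 1.88 CPM, a log2 fold change of 4.53 (standard error 0.24, adjusted p = 5.5e-06 from edgeR). *Hvcn1*, which encodes a voltage-gated proton channel, rose from 5.93 ± 2.61 to 29.9 ± 0.474 CPM. Among the lower genes, *Dnase1l3*, which encodes a secreted deoxyribonuclease, went from 20.8 ± 3.88 to 2.08 ± 1.22 CPM, a log2 fold change of -3.33 (standard error 0.36, adjusted p = 0.00118 from edgeR). *Rab35*, which encodes a GTPase of endosomal recycling, fell from 51.4 ± 15.8 to 11.1 ± 1.48 CPM, and *Prnp*, the prion protein gene, from 78.7 ± 5.19 to 25.4 ± 7.05 CPM.

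Of 18 transcription factors of B lineage commitment, *Ebf1*, *Pax5* and *Foxo1* among them, none passed edgeR's quasi-likelihood test, its likelihood ratio test, DESeq2 or limma-voom, and 3 had an unadjusted p under 0.05 in the first of these. The same holds for the 14 genes of the pre-B cell receptor and its signaling, again with 3 at an unadjusted p under 0.05. Without control mouse 1, 2 of the 18 transcription factors were lower and camera gave an adjusted p of 0.0122, and without control mouse 2, 1 was lower. Of 16 markers of later B cell stages, *Cd72* was higher and *Fcer2a*, *Cd74* and *H2-Eb1* were lower (4 higher and 4 lower when adjusted over the list alone). *Cd74*, the invariant chain of MHC class II, went from 159 ± 76.7 to 58.5 ± 11.5 CPM. *Cd74* and *H2-Eb1* are also expressed by macrophages, and of 15 tested markers of monocytes and macrophages 12 had a log2 fold change below 0, with a median of -0.66 and an adjusted p of 0.108 in camera. Of 6 markers of bone marrow stroma and endothelium, 1 was lower, the chemokine gene *Cxcl12* (4.30 ± 1.31 to 1.56 ± 0.573 CPM), and 2 were when adjusted over the list alone. This list was lower as a group in camera, with an adjusted p of 0.00554, and with an adjusted p = 0.215 with an estimated correlation. *Fcer2a* did not pass edgeR's test without DKO mouse 3 (adjusted p = 0.0546). *Cd74* passed only without control mouse 3, *H2-Eb1* only without control mouse 1 or 3 and *Cxcl12* only without control mouse 1 or DKO mouse 4, with adjusted p up to 0.129, 0.108 and 0.0995 in the other fits that left out 1 mouse. The number of lower markers of later stages was 4 without control mouse 3, where camera gave an adjusted p of 7.5e-04, 1 without control mouse 2 or 4 or DKO mouse 1, 2 or 4, and 0 without DKO mouse 3.

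Leaving out control mouse 1, 2, 3 or 4 gave 493, 259, 213 and 164 higher genes, in that order. Leaving out DKO mouse 1, 2, 3 or 4 gave 144, 161, 142 and 243. The same fits gave 398, 156, 166 and 120 lower genes for the control mice, and 84, 99, 85 and 151 for the DKO mice. Beyond 0.5 log2, they gave 321, 222, 183 and 149 higher genes for the control mice, and 138, 147, 132 and 208 for the DKO mice. The lower genes beyond 0.5 log2 numbered 278, 135, 148 and 112 for the control mice, and 83, 92, 82 and 130 for the DKO mice.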

Using the well-established targetscan and miRDB algorithms (36–38), this list was further refined by filtering for genes harboring conserved miR-15 binding sites in their 3’ UTRs. This led to the identification of 65 putative target genes including e.g. *Ccne1* (**Figure 4B**, **Supplementary Table S2**), which we have previously described as repressed by miR-15 in B cells, thus validating our strategy (22). 

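All 65 genes of Supplementary Table S2 had a higher mean in DKO than in control pro-B cells, with log2 fold changes from 0.51 to 2.84 and a median of 0.83. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 55 of them were higher and 10 did not pass, and all 65 passed when adjusted over the list alone. The study chose this list on these mice, so these counts are not independent evidence of its direction. The largest fold change was that of *Dmc1*, a recombinase of meiosis, at 0.839 ± 0.391 CPM in control and 6.03 ± 1.11 CPM in DKO cells (SD, n = 4 each). *Cox6b2*, which encodes a subunit of cytochrome c oxidase known from testis, rose from 21.0 ± 4.85 to 78.4 ± 3.88 CPM, and *Zcchc3*, which encodes a zinc finger protein that binds nucleic acids, from 8.75 ± 2.87 to 31.4 ± 1.43 CPM. The 10 genes that did not pass were *Tpm2*, *Ncapg2*, *Usp2*, *Asf1b*, *Nuak2*, *Siah1b*, *Zswim3*, *Ippk*, *Dusp1* and *Ski*, with adjusted p from 0.0527 to 0.0844. Without DKO mouse 1, 36 of the 65 passed the quasi-likelihood test. Table S2 lists LR values, the statistic of edgeR's likelihood ratio test. In that test on all mice the 10 genes passed, with adjusted p from 0.00481 to 0.0433.

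The seed of miR-15a, miR-15b and miR-16 pairs with the 3' UTR sequence TGCTGCTA (8mer), with TGCTGCT (7mer-m8) or with GCTGCTA (7mer-A1). In the longest annotated 3' UTR of each of the 65 genes, 25 had an 8mer, 31 a 7mer-m8 and 5 a 7mer-A1 as their best match, 3 had none, and 1, *Fam122a*, has no 3' UTR in GENCODE M21 and was not searched. Over all tested genes with an annotated 3' UTR, 36 of 535 with an 8mer were higher and 10 were lower. Of 8574 with no match, 186 were higher and 177 were lower (Fisher's exact test of 8mer against no match, two-sided, p = 2.1e-08 for the higher genes, odds ratio 3.25). The median log2 fold change was 0.05 for 8mer genes, -0.00 for 2389 genes with a 7mer-m8, 0.02 for 394 with a 7mer-A1 and -0.02 for genes without a match. The 8mer genes were higher as a group in camera (adjusted p = 0.0177), with an adjusted p = 0.426 with an estimated correlation. When the 65 genes were left out, 13 of 510 8mer genes were higher (Fisher's exact test, two-sided, p = 0.531), and camera gave an adjusted p of 0.438. The 65 were chosen as higher in these mice with predicted sites, so leaving them out removes higher 8mer genes by selection. These values therefore do not show that other 8mer genes fail to rise. The camera result for 8mer genes also missed the threshold without control mouse 1 (adjusted p = 0.193) and without DKO mouse 1 (adjusted p = 0.0886). With the shortest annotated 3' UTR of each gene, 306 genes had an 8mer. Camera at its preset correlation gave these an adjusted p of 2.2e-05, upward. The paper reasons that direct targets rise when the miRNA clusters are deleted, keeps the higher genes with predicted conserved sites as putative targets, and takes the presence of *Ccne1*, a target it had described before, as a check of this strategy.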

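Of 38 genes of DNA replication origins, forks and nucleotide supply, 13 were higher in DKO than in control pro-B cells, none was lower and 25 did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (20 higher when adjusted over the list alone), and all 13 lie outside Table S2. They included 6 subunits of the MCM helicase, such as *Mcm4* (114 ± 6.68 to 194 ± 29.2 CPM; SD, n = 4 mice each), and the helicase loader *Cdc6* (45.7 ± 6.19 to 82.2 ± 6.73 CPM). As a group they were higher in camera with an adjusted p of 7.6e-17, and with an adjusted p = 0.169 with an estimated correlation. Of 16 regulators of the G1-to-S transition, 5 were higher (*Ccnd3*, *Ccne1*, *E2f1*, *Cdc25a* and *Cdk2*), 2 were lower (*Myc* and *Skp2*) and 9 did not pass (5 higher and 3 lower when adjusted over the list alone). *E2f1*, a transcription factor of S phase genes, rose from 39.1 ± 3.88 to 60.8 ± 7.38 CPM, while *Myc* fell from 67.7 ± 11.6 to 40.3 ± 9.86 CPM. The camera test of this list gave an adjusted p of 0.00730, and an adjusted p = 0.221 with an estimated correlation. It gave an adjusted p of 0.961 when its Table S2 members were left out. Those members were chosen as higher in these mice, so the last value follows in part from their selection.

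Of 15 inhibitors and checkpoint kinases, 4 were higher (*Wee1*, *Cdkn2c*, *Cdkn1a* and *Chek1*), none was lower and 11 did not pass (5 higher when adjusted over the list alone), with an adjusted p of 6.3e-06 in camera. *Cdkn2c*, an inhibitor of the kinases that pair with D-type cyclins, rose from 83.2 ± 8.61 to 155 ± 11.3 CPM. Of 46 genes of G2 and mitosis, 3 were higher (*Kif23*, *Bub1b* and *Racgap1*), 1 was lower (*Cenpa*, a centromeric histone) and 42 did not pass (9 higher and 1 lower when adjusted over the list alone). Camera gave this list an adjusted p of 5.3e-04, and an adjusted p = 0.724 with an estimated correlation. Of the 65 genes of Table S2, 8 are on these lists: *Asf1b*, *Ccnd3*, *Ccne1*, *Cdc25a*, *Chek1*, *Kif23*, *Ncapg2* and *Wee1*. Among tested genes with a seed match in the 3' UTR, 7 of 61 Table S2 genes (11.5%) were on the lists, against 22 of 3257 others (0.675%; Fisher's exact test, two-sided, p = 5.7e-07, odds ratio 19.1). The lists were drawn up after Table S2 had been read, so this overlap is not independent evidence.

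Without 1 mouse the number of higher DNA replication genes lay between 9 and 17, and *Mcm6* did not pass without control mouse 2, 3 or 4 or DKO mouse 1 or 3 (adjusted p = 0.0602, 0.0505, 0.0633, 0.0796 and 0.0855 from edgeR). The number of higher G1-to-S regulators was 2 without DKO mouse 1 and 3 without DKO mouse 2, and that of higher inhibitors was 2 without control mouse 3, DKO mouse 1 or DKO mouse 3. That of higher mitosis genes was 6 without control mouse 1, 5 without DKO mouse 4, 1 without control mouse 2, control mouse 4 or DKO mouse 2, and 0 without DKO mouse 1, and the camera result was lost without DKO mouse 2 (adjusted p = 0.0555). *E2f1* did not pass without DKO mouse 1 (adjusted p = 0.0524 from edgeR), and *Myc* passed only without control mouse 3 or DKO mouse 2, with adjusted p up to 0.118 in the other fits. *Skp2* passed only without control mouse 2 and *Cdk2* only without control mouse 1, control mouse 3 or DKO mouse 4, with adjusted p up to 0.115 and 0.0801 in the other fits. *Racgap1* passed only without control mouse 1 (up to 0.140), *Cenpa* did not pass without DKO mouse 1, 2 or 3 (0.0626, 0.0644 and 0.0662), and *Bub1b* did not without control mouse 2 or 4 or DKO mouse 1 or 2 (0.0577, 0.0691, 0.0755 and 0.0700).

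**Figure D1:**
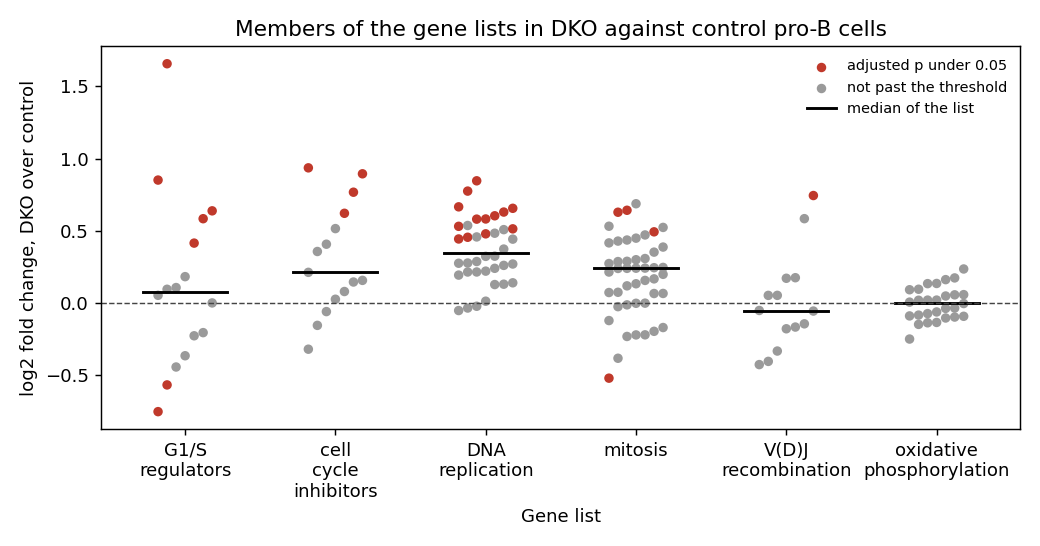
Log2 fold change (DKO against control, 4 mice each) of every tested gene of 6 lists, 1 point per gene on the vertical axis and 1 column per list on the horizontal axis. Red points have an adjusted p under 0.05, grey points do not, and the line is the median of the list, which is 0.35 for DNA replication and 0.00 for oxidative phosphorylation.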

Notably and in correspondence with other reports, a GO term analysis with these gene IDs revealed a strong enrichment for cell cycle processes (GO accession 0007049; data not shown). 

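Several Table S2 genes that the paper put into its 3' UTR reporter assay were higher in DKO pro-B cells. Many have roles in the cell cycle, its checkpoints or growth signaling. Of those named here, the assay did not show repression for *Pim1*, *Mapk3*, *Rad9a* and *Asf1b*. *Wee1*, the kinase that holds back entry into mitosis, rose from 40.6 ± 3.58 to 77.7 ± 3.99 CPM (SD, n = 4 mice each), a log2 fold change of 0.94 (standard error 0.09, adjusted p = 7.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Chek1*, a kinase of the DNA damage checkpoint, rose from 23.4 ± 3.50 to 36.1 ± 2.58 CPM, and *Kif23*, a motor protein of cytokinesis, from 33.8 ± 2.94 to 52.8 ± 6.65 CPM. *Pim1*, a kinase gene known to be induced by cytokines, rose from 23.7 ± 3.12 to 84.8 ± 7.60 CPM, a log2 fold change of 1.84 (standard error 0.12). *Mapk3*, which encodes the kinase ERK1, rose from 41.8 ± 2.57 to 62.9 ± 3.39 CPM. *Rad9a*, which encodes a subunit of a checkpoint clamp, rose from 51.1 ± 3.76 to 74.7 ± 6.05 CPM. *Phf19*, which encodes a cofactor of Polycomb repressive complexes, rose from 5.52 ± 0.825 to 17.2 ± 5.31 CPM, and *Phlda3*, a target of p53 that restrains AKT, from 5.52 ± 2.39 to 23.7 ± 4.45 CPM. *Spryd3* rose from 15.6 ± 1.91 to 33.8 ± 0.917 CPM, and *Srpr*, which encodes a subunit of the receptor for the signal recognition particle, from 79.8 ± 7.02 to 135 ± 5.34 CPM. *Asf1b*, a histone chaperone, was at 292 ± 55.5 CPM in control and 424 ± 62.9 CPM in DKO cells, which did not pass the test (adjusted p = 0.0635 from edgeR). It passed without control mouse 1 (adjusted p = 0.0140) and without DKO mouse 4 (adjusted p = 0.0493). *Chek1* did not pass without control mouse 3, DKO mouse 1 or DKO mouse 3 (adjusted p = 0.0504, 0.0656 and 0.0620), nor *Kif23* without DKO mouse 1 (adjusted p = 0.0503). The study chose these genes on these mice, so their rise is not independent evidence of direction.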

Given that progenitor B cells displayed enhanced proliferation upon miR-15 family loss, we therefore concentrated on genes known to be directly or indirectly involved in cell cycle regulation. To investigate whether this subset of interest encodes mRNAs that could in principle be direct targets of the miR-15 family, we expressed their individual 3’ UTR regions together with GFP as a reporter and quantified reporter fluorescence upon co-expression of the miR-15a/16-1 cluster (**Figure 4C**). This assay revealed miR-15-dependent repression for 11 out of 17 tested candidates, including genes that had been linked to the miR-15 family before, albeit not in context of B cells, as well as novel targets. In addition to *Ccne1*, reporter repression was also prominent for *Cdc25a*, both established drivers of the G1-to-S phase cell cycle transition, suggesting that the miR-15 family limits early B cell development at least in part by directly interfering with cell proliferation.

**Figure 4:**
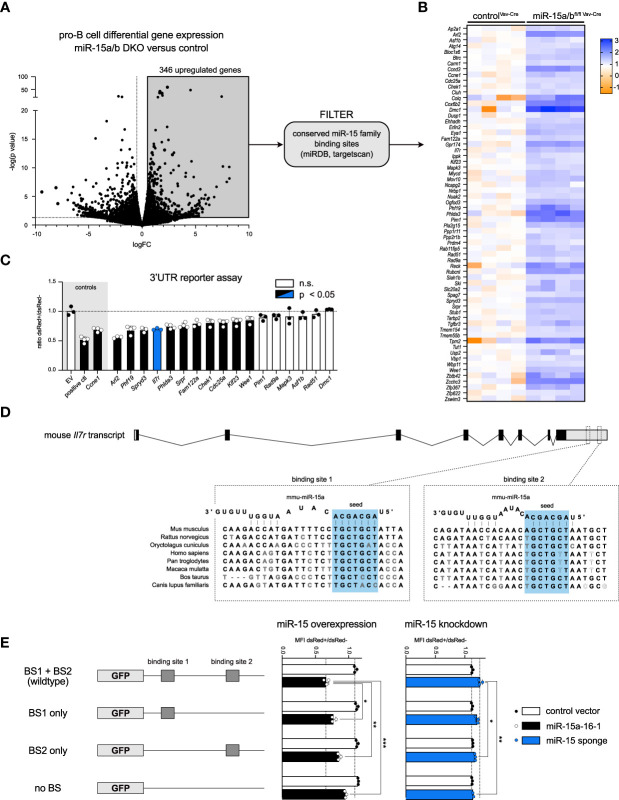
The miR-15 family directly regulates IL-7 receptor expression and cell cycle related genes. **(A, B)** Volcano plot of RNA sequencing data comparing the transcriptome of pro-B cells sorted from miR-15a/b^fl/fl Vav-Cre^ and miR-15a/b^+/+ Vav-Cre^ mice. Significantly upregulated genes (grey quadrant) were filtered for predicted miR-15a, miR-15b and miR-16 binding sites in their 3′‐UTRs using miRDB and targetscan, giving rise to 65 putative miR-15 target genes displayed as a heatmap. Each column corresponds to cells derived from one mouse. **(C)** 3’ UTR assays of a subset of genes identified in **(B)**. A vector lacking a 3′ UTR served as negative control, whereas constructs with a 3′ UTR containing two perfect miR-16 target sites or the 3’ UTR of the already described miR-15 target gene *Ccne1* were defined as positive controls. Error bars depict the standard deviation of the mean. The different groups were compared to the negative control by a one‐way ANOVA followed by Bonferroni testing. **(D)** Schematic illustration of the location and the sequence of the two miR-15 binding sites within the *Il7r* transcript in different species. **(E)** 3’ UTR assay with the *Il7r* sequence or mutants thereof as depicted upon overexpression or knockdown of the miR-15 family. The length of the bars indicates the ratio of GFP MFI comparing transduced and non-transduced cells as measured by flow cytometry. The constructs encoding mutated binding sites were statistically compared to the wild type 3’ UTR construct by an unpaired two-tailed Student’s t-test. Each dot represents the data derived from one independent experiment. *P < 0.05; **P < 0.005; ***P < 0.0005. n.s., not significant.

Beside those targets, our UTR assay also confirmed the direct repression of the *Il7r* gene encoding the alpha chain of the IL-7 receptor (IL7R; **Figure 4C**, blue bar). Notably, IL-7 receptor signaling is well established as a key regulator of early B cell survival, proliferation and differentiation, with both pro- and pre-B cells expressing high levels of the receptor on their surface (39–42). The murine *Il7r* 3’ UTR contains two miR-15 binding sites that are largely conserved across species (**Figure 4D**). To access the functionality of both sites in detail, we mutated the first, the second or both binding sites and performed 3’ UTR reporter assays as described above. In the miR-15 overexpression setting (**Figure 4E**, left panel), loss of either of the two binding sites already increased GFP reporter fluorescence, with a slightly stronger effect for binding site 1, and this derepression was further enhanced once both binding sites were disrupted. For the reciprocal loss-of-function approach, we made use of a miR-15 family-specific sponge construct expressing an mRNA with multiple repeats of a miR-16 binding site, and demonstrated that this sponge is indeed able to sequester endogenous miRNA/RISC complexes in a sequence-specific manner (**Figure S4**). In the context of the *Il7r* 3’ UTR variants, sponge expression resulted in increased reporter fluorescence in the presence of both binding sites (**Figure 4E**, right panel), reflecting that endogenous miR-15 family members bind to and repress the reporter mRNA under steady state conditions. However, this sponge-mediated derepression was reduced when one of the binding sites was disrupted, and was completely abrogated to control levels once both sites were mutated. Together, these experiments clearly indicate that both binding sites individually and additively contribute to miR-15-mediated *Il7r* mRNA repression, and importantly, that this repression manifests under physiological miR-15 expression levels. This raised the question about the functional consequence when this regulatory relationship is disrupted in B cell progenitors.

### Loss of the miR-15 family in B cell progenitors enhances IL7R expression and signaling

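*Il7r* transcripts were 1.93-fold as abundant in DKO as in control pro-B cells in the RNA sequencing. The gene, which encodes the ligand-binding subunit of this receptor, lies on chromosome 15 of GRCm38 from 9506159 to 9529876. It was at 236 ± 42.3 CPM in control and 456 ± 27.9 CPM in DKO cells (SD, n = 4 mice each). The log2 fold change was 0.95 (standard error 0.12, adjusted p = 0.00266 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every DKO mouse lay above every control mouse. Of 19 genes of the IL-7 receptor, JAK/STAT5 and their usual targets, 4 were higher (*Pim1*, *Ccnd3*, *Il7r* and *Stat5b*), 1 was lower (*Myc*) and 14 did not pass, and the same numbers were higher and lower when adjusted over the list alone. *Stat5b*, a transcription factor activated by the receptor, rose from 34.7 ± 2.90 to 55.6 ± 2.65 CPM. The anti-apoptotic gene *Bcl2* was at 5.01 ± 2.36 and 5.09 ± 1.12 CPM, and *Ccnd2*, which encodes cyclin D2, at 281 ± 112 and 244 ± 40.4 CPM, in control and DKO cells respectively. The list was higher as a group in camera (adjusted p = 5.3e-05), with an adjusted p = 0.113 with an estimated correlation. Camera gave an adjusted p of 0.889 when its 3 members in Table S2 were left out. Those 3 were chosen as higher in these mice, so this value follows in part from their selection. The call of *Myc* was lost in most fits that left out 1 mouse and held only without control mouse 3 or DKO mouse 2.

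**Figure D2:**
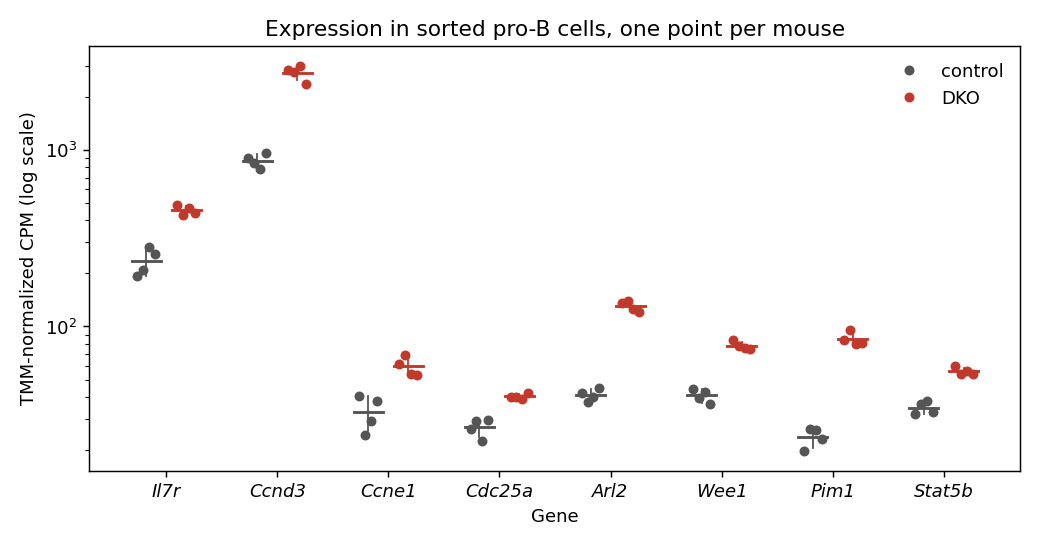
TMM-normalized CPM on a log axis (vertical) of 8 genes (horizontal) in each of 4 control mice (grey points) and 4 DKO mice (red points). Horizontal bars are group means and vertical lines 1 SD on either side, and in each of the genes the DKO points lie above the control points. The genes shown all passed edgeR's test, and all but *Stat5b* are in Table S2, so this separation follows in part from their choice.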

Recapitulating our findings from the RNA sequencing, we first used quantitative RT-PCR to confirm that *Il7r* transcripts are indeed upregulated upon loss of miR-15 expression, as suggested by our UTR assays (**Figure 5A**). To investigate whether the increased mRNA levels also translate onto the protein level, thus being functionally relevant, *in vivo* IL-7 receptor surface expression of different B cell developmental stages in the miR-15a/b^fl/fl Vav-Cre^ mice was then analyzed by flow cytometry. Here, all early developmental stages known to be regulated by IL7R signaling, i.e. pro-B, intermediate B and pre-B cells as defined by c-KIT and CD25 surface expression, displayed significantly enhanced IL-7 receptor levels (**Figure 5B**). Anticipating that this increase in receptor expression affects signaling downstream of the IL7R, we again exploited the *in vitro* culture system for primary B cell progenitors as a tool to enable easy cell manipulation and to reduce sample-to-sample variability. Of note, primary progenitors displayed the same increase in IL7R expression as the *in vivo* preparations, justifying our approach (**Figure 5C**).

**Figure 5:**
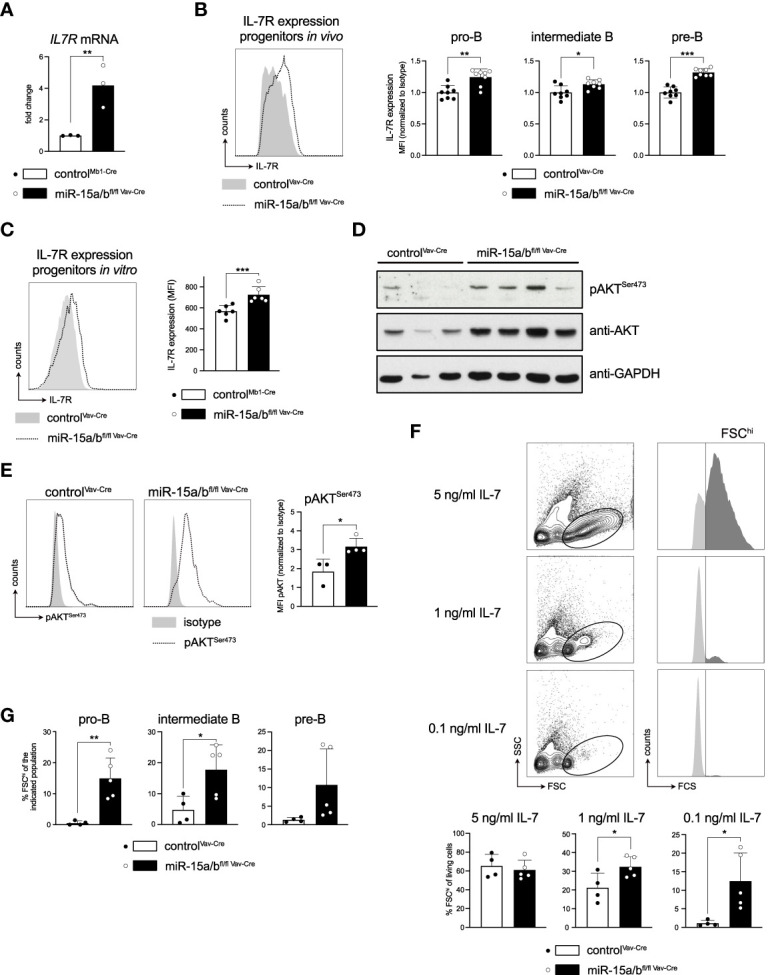
Derepression of the *Il7r* gene increases IL7R expression and promotes downstream signaling. **(A)** IL-7 receptor expression of FACS-sorted pro-B cells (c-KIT^+^CD25^-^) of miR-15a/b^fl/fl Vav-Cre^ and control mice as analyzed by quantitative PCR. **(B, C)** Flow cytometric analysis of IL-7 receptor surface expression in pro- (c-KIT^+^CD25^-^), intermediate- (c-KIT^-^CD25^-^) and pre-B cells (c-KIT^-^CD25^+^) from control or miR-15a/b^fl/fl Vav-Cre^ mice **(B)** as well as *in vitro* cultured progenitors thereof **(C)**. For the *in vivo* data, the MFI values were normalized to the mean IL-7 receptor expression of control mice for each respective experimental day. **(D)** Western blot analysis of control and miR-15a/b^fl/fl Vav-Cre^ progenitors depicting pAKT^Ser473^, AKT and GAPDH protein levels. **(E)** Representative histograms of flow cytometric analysis of intracellular pAKT^Ser473^ levels in control and miR-15a/b^fl/fl Vav-Cre^ progenitors. The bar graph summarizes the pAKT^Ser473^ MFI normalized to the respective Isotype. **(F)** Representative FACS plots depicting the “proliferating” progenitors defined as the FSC^hi^ population (dark grey) upon culturing the cells with 5 ng/ml, 1 ng/ml or 0.1 ng/ml IL-7 for 48 hours. Bar graphs summarize the quantification of the FSC^hi^ population among all living progenitors derived from miR-15a/b^fl/fl Vav-Cre^ or control mice. **(G)** Summary of the percentage of FSC^hi^ cells among pro-, intermediate and pre-B cells upon culturing the progenitors with 0.1 ng/ml IL-7 for 48 hours. MiR-15a/b^fl/fl Vav-Cre^ progenitors were statistically compared to miR-15a/b^+/+ Vav-Cre^ progenitors by an unpaired two-tailed Student’s t-test. *P < 0.05; **P < 0.005; ***P < 0.0005.

A key pathway downstream of the IL7R in early B cell development is the PI3K/AKT cascade, which has been demonstrated to mediate proliferation and survival of progenitor cells (42, 43). Investigating activation of this pathway in detail, a Western Blot analysis as well as intracellular flow cytometry demonstrated that both total and phospho-AKT^Ser473^ levels were strongly upregulated in progenitors derived from miR-15 DKO mice compared to controls (**Figures 5D, E**). This raised the question whether increased activation of the PI3K/AKT axis would translate into any functional differences, such as enabling cells to proliferate better or longer under limiting IL-7 concentrations. To address this, control cells and primary miR-15a/b^fl/fl Vav-Cre^ DKO progenitors were cultured with 5 ng/ml, 1 ng/ml and 0.1 ng/ml IL-7 for 48 hrs and cell size as a proxy for proliferation was quantified by flow cytometry (**Figure 5F**). Indeed, while the fraction of large, FSC^hi^ cells was comparable when the growth factor was supplied in excess, limiting IL-7 concentrations significantly favored miR-15a/b^fl/fl Vav-Cre^ DKO cells over the control, basically affecting all populations within the progenitor pool (**Figure 5G**). We conclude that this pro-proliferative phenotype under limiting IL-7 concentrations likely contributes to the observed B cell progenitor expansion *in vivo*.

## Discussion

In this study, we aimed to characterize the early B cell development of mice lacking expression of the miR-15 family, i.e. miR-15a/16-1 and miR-15b/16-2, anticipating that the absence of obvious phenotypes in individual knockout mice is mainly the result of a compensatory effect. This was motivated by our previous *in vitro* study, in which a functional knockdown of the miR-15 family in a pre-B cell line facilitated proliferation and counteracted pre-B to immature B cell differentiation. Mechanistically, this *in vitro* analysis revealed that the miR-15 family exerts its function *via* direct and indirect targeting of the cell cycle regulators cyclin E1 and cyclin D3, respectively (Lindner et al., 2017). In consequence, cells lacking miR-15 activity failed to exit the cell cycle under growth factor limiting conditions, which appeared critical to induce the transcriptional program required for proper differentiation.

Our experiments presented here, exploiting Cre deleter lines specific for the hematopoietic system (Vav-Cre) and for B cells only (Mb1-Cre), largely recapitulate this initial study and demonstrate that the miR-15 family also controls progenitor B cell proliferation and differentiation in a more complex *in vivo* environment. In particular, we show that B cell development in the absence of miR-15a, miR-15b and miR-16 is mainly affected at the pro-B cell stage, in which relative cell percentages were increased in a dose-dependent manner, reaching levels of up to three-fold in the DKO. Our detailed analyses demonstrate that this is mainly due to enhanced proliferation, rather than resistance against apoptosis, resulting in a competitive advantage when compared to wild type progenitor B cells. Pre-B cell percentages and the pre-B to immature B cell ratio were elevated in deficient mice as well, albeit much more pronounced in the B cell specific deletion of the miR-15 clusters, suggesting that both stages are controlled by the miR-15 family under physiological conditions. We argue that the differences in the two Cre strains likely reflect the distinctive kinetics of gene deletion in both systems: Loss of the miR-15 family at an early developmental time-point, such as in the hematopoietic stem cell compartment by Vav-Cre, is fully established once cells enter the pro-B cell stage, and consequently all miR-15 target genes will already be derepressed. We hypothesize that this promotes proliferation and interferes with differentiation of cells at both the pro- and pre-B cell stages, but that the latter phenotype may be partially masked by the pronounced pro-B cell increase. In particular, we propose that a stronger, albeit incomplete block at the pro-B cell stage simply reduces the number of cells that proceed to the next developmental step. Here, fewer pre-B cells may have an advantage to compete for microenviromental factors that promote differentiation, such as CXCL-12, which may in turn weaken the block at the pre-B to immature B cell transition. Indeed, such a model is supported by the phenotype of the single knockouts, which show a milder pro-B cell increase, but already the same pre-B to immature B cell ratio as the double knockout. Mb1-Cre, in contrast, initiates deletion only in pro-B cells and thus at the developmental stage that is mostly affected by loss of the miR-15 clusters. It is therefore tempting to speculate that miR-15-mediated repression in the Mb1-Cre B cell progenitors decreases only gradually, possibly due to the residual presence of mature miR-15 family members even upon disruption of the alleles. Supporting such a model of a delayed knockout, the pro-B cell phenotype in the Mb1-Cre system is much smaller compared to the Vav-Cre-mediated deletion, however, the block at the pre-B to immature B cell transition becomes more pronounced, which recapitulates the phenotype we have previously described with pre-B cell lines *in vitro* (22).

A scenario in which both proliferative stages of early B cell development are controlled by the miR-15 family is not surprising, as pro- and pre-B cells rely on similar signals, mainly derived from the IL-7 receptor. Moreover, the differentiation of both pro- to pre-B and of pre-B to immature B cells is critically dependent on stalling of the cell cycle to enable RAG1/2-mediated VDJ recombination, making a similar regulatory mechanism likely. Supporting this, we found *Ccne1* (encoding cyclin E1) and *Ccnd3* (encoding cyclin D3) to be strongly upregulated upon miR-15 deletion also in pro-B cells *in vivo*, together with other cell-cycle regulators such as *Cdc25a*, all of which have also been described to be derepressed in pre-B or mature B cells lacking miR-15 function (20, 22).

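The cyclin genes *Ccnd3* and *Ccne1* and the phosphatase gene *Cdc25a* were each higher in DKO pro-B cells. *Ccnd3* rose from 874 ± 78.9 to 2758 ± 266 CPM (SD, n = 4 mice each), a log2 fold change of 1.66 (standard error 0.11, adjusted p = 2.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccne1* rose from 32.9 ± 7.54 to 59.4 ± 7.34 CPM, a log2 fold change of 0.85 (standard error 0.16, adjusted p = 0.0175 from the same edgeR test). *Cdc25a*, whose product removes inhibitory phosphates from cyclin-dependent kinases, rose from 26.7 ± 3.28 to 40.1 ± 1.42 CPM, a log2 fold change of 0.59 (standard error 0.11, adjusted p = 0.0144). *Ccne1* did not pass without DKO mouse 1 (adjusted p = 0.0566 from edgeR) or without DKO mouse 2 (adjusted p = 0.0568).

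Each gene has seed matches for miR-15/16 in the 3' UTR of its last exon, given here by GRCm38 position. *Ccne1*, on the minus strand of chromosome 7, has a 7mer-A1 match from 38098268 to 38098274 and an 8mer match from 38098023 to 38098030, both in exon 12 of 12. The sequence around the 8mer is TCTTATTTTGTAAGTGCTGCTATGTCTA. *Ccnd3*, on the plus strand of chromosome 17, has a 7mer-m8 match from 47599294 to 47599300 and a 7mer-A1 match from 47599470 to 47599476 in exon 7 of 7, the former within ACTGTTGCTTTGCTTGCTGCTTAGCTT. *Cdc25a*, on the plus strand of chromosome 9, has a 7mer-m8 match from 109892565 to 109892571 and an 8mer match from 109892870 to 109892877 in exon 15 of 15, the latter within CTGCAGACCAGTATTGCTGCTACTCAAA.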

An additional key target gene of the miR-15 family in this context, however, appears to be the *Il7r* gene itself, which we found strongly upregulated on the transcriptional level in pro-B cells and whose enhanced surface expression was then confirmed on all stages of progenitor B cells in the bone marrow. 

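*Il7r* levels were between 193 and 284 CPM in the 4 control mice and between 427 and 488 CPM in the 4 DKO mice, so the groups of pro-B cells did not overlap (TMM-normalized counts from the RNA sequencing). The gene is on the minus strand, and its longest annotated 3' UTR in GENCODE M21 is 2569 bases long and lies in exon 8 of 8. It holds a pair of matches to the miR-15/16 seed. The first is an 8mer, TGCTGCTA, from 9506933 to 9506940 on chromosome 15 of GRCm38, within GACCATGATTTTCCTGCTGCTATTATCC. The second is a 7mer-A1, GCTGCTA, from 9506463 to 9506469, within AGATAACCACAACAGCTGCTAATGCTT.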

Notably, our *in vitro* study already reported an increased IL7R expression in pre-B cells lacking the miR-15 family, but *Il7r* mRNA levels were not altered in this system (22). In consequence and due to our own selection criteria, we did not consider this gene as a direct target at that time, but have argued for an indirect effect. The discrepancy between these *in vitro* data and our *in vivo* findings may be due to different ratios of posttranscriptional verses translational inhibition of the miR-15 family on the *Il7r* gene, with an almost exclusive translational effect in the pre-B cell lines. That said, the experiments presented here clearly demonstrate a direct repression of the *Il7r* gene, which is in accordance with a T cell-related study (44), and identify two largely conserved binding sites that additively contribute to the posttranscriptional regulation of this gene.

On the functional level, the upregulation of the IL7R upon loss of the miR-15-mediated repression resulted in a clear activation of the PI3K/AKT pathway, indicating that receptor expression is rate-limiting for signal transduction at least under the tested experimental conditions. We therefore conclude, in particular in the light of the well-established pro-proliferative roles of PI3K signaling in B cell progenitors, that the increased IL7R expression drives the accumulation of pro- and pre-B cells in our system, and likely also interferes with proper differentiation as reported before (22). Notably, we have also observed an upregulation of c-KIT, a second growth factor receptor with a critical role in pro-B cells, upon deletion of the miR-15 clusters, and it is conceivable that this enhanced expression also contributes to the pro-proliferative phenotype. Indeed, several *in vitro* studies indicate a stimulatory role of signaling *via* c-KIT in pro-B cells (45–47), however, B cells lacking *c-Kit* gene expression have been shown to develop normally (48). While this points to a non-essential role of *c-Kit* in lymphopoiesis, it does not exclude a positive impact once upregulated, in particular in the context of *c-Kit* being considered as a proto-oncogene in several cancer entities (49). Thus, it remains to be determined whether the increased c-KIT protein levels are a bystander effect without any functional relevance, or whether it in fact aggravates the progenitor B cell phenotype induced by loss of miR-15 family members.

In addition to the derepression of cell cycle regulators, the IL7R and possibly c-KIT, other direct targets of the miR-15 family may be implicated in the pro-proliferative progenitor phenotype as well. *Arl2* (ADP-ribosylation factor 2), for example, the gene with the strongest effect in the 3’ UTR assay due to the presence of four conserved mir-15 binding sites, is involved in ADP/ATP transport in mitochondria and thus plays a role in the cellular energy metabolism. 

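The 3' UTR of mouse *Arl2* is 284 bases long in GENCODE M21 and holds 4 matches to the miR-15/16 seed, all in exon 5 of 5 on the minus strand of chromosome 19 (GRCm38). In the order of the transcript, a 7mer-m8 match from 6134563 to 6134569 overlaps an 8mer match from 6134559 to 6134566, within the sequence CCACCATGACCTGCTGCTGCTATTACTG. They are followed by 7mer-m8 matches from 6134541 to 6134547, within CTATTACTGCCCATTGCTGCTCCCCCG, and from 6134448 to 6134454, within TGGGAGGGACTACCTGCTGCTGCCAGG. Conservation of the sites in other species was not analysed here.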

Confirming this gene as a target, loss-of miR-15b has been shown to upregulate Arl2 in cardiomyocytes, resulting in increased cellular ATP levels (50). Moreover, it has been reported that the miR-15-mediated regulation of proliferation and G0/G1 cell cycle arrest is at least to some extent established *via* Arl2 (51). It is thus tempting to speculate that the increased Arl2 expression upon loss of the miR-15 family also elevates ATP levels in B cell progenitors, resulting in enhanced cycling.

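In pro-B cells *Arl2* rose from 40.9 ± 3.12 CPM in control to 131 ± 9.04 CPM in DKO mice (SD, n = 4 each). The gene, which spans 6134389 to 6141137 of chromosome 19 (GRCm38), had a log2 fold change of 1.68 (standard error 0.09, adjusted p = 5.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 28 nuclear genes of the respiratory chain, ATP synthase and ADP/ATP carriers, none passed edgeR's quasi-likelihood test, its likelihood ratio test or limma-voom, 1 was lower in DESeq2, and 1 had an unadjusted p under 0.05 in the first of these. Their median log2 fold change was 0.00, and camera gave the list an adjusted p of 0.988. Without control mouse 1, 2 of the 28 genes were higher. The list does not hold the cytochrome c oxidase genes *Cox6b2* and *Cox6a2*, which were higher (adjusted p = 1.8e-04 and 0.00761 from edgeR). ATP itself was not measured in these libraries.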

Beyond early B cell development and the progenitor B cell phenotype, we observe a slight reduction in mature B cells in Vav-Cre mice both in relative terms as well as absolute numbers, albeit not to a statistically significant extent with respect to the former. We attribute this to a B cell extrinsic effect that is likely secondary to the expansion of the myeloid compartment. In contrast, the mature B cell compartment is not affected upon Mb1-Cre-mediated deletion, which appears the more suitable system to address this point. This indicates that the loss of the miR-15 family – while interfering with proper progenitor B cell differentiation – can be compensated and/or is tolerated on the systemic level, at least with regard to lymphocyte output. We speculate that the surprising absence of a reduction in mature B cells may be explained by two possible, not mutually elusive mechanisms. First, the phenotype may simply correct itself at the mature B cell stage because of the opposing nature of the progenitor B cell phenotype. From our data, we conclude that pro-B and pre-B cell differentiation are compromised upon loss of miR-15 expression, which is indicated by the altered pro-B to intermediate and pre-B to immature B cell ratios in the bone marrow. At the same time, however, miR-15-deficient cells proliferate faster and have a competitive advantage. Thus, it appears feasible that these two phenomena, enhanced proliferation on the one hand and a reduced rate of differentiation on the other hand, balance each other. Relative to the wild type situation, the differentiation rate may be lower, but this is possibly compensated by an increased number of cells that in theory can undergo differentiation, ultimately resulting in a largely unperturbed output of mature B cells. Alternatively, it is conceivable that the developmental block upon miR-15 deletion is so mild that the mature B cell pool is simply filled up to normal levels over a short period of time.

This, of course, raises the question of the physiological function of the miR-15 family. In our study, we have only assessed B cell development under steady-state conditions. Thus, it is possible that the impact of miR-15a/b/16-mediated regulation of pro- and pre-B cell proliferation and differentiation only becomes apparent when the system is challenged. Here, it will be particularly interesting to investigate whether loss of miR-15 promotes or accelerates development of ALL-like leukemia in suitable mouse models. Moreover, loss of the two dominant hematopoietic miR-15 clusters alone may be sufficient to drive progenitor B cell leukemia, although we have not seen signs for this in the relatively small cohorts used for the immunophenotyping. Last, while we have excluded the third cluster of the miR-15 family for this analysis due to the absence of an immune cell-specific phenotype (18), we cannot exclude that miR-497 and miR-195 may partially compensate for the loss of the miR-15a/16-1 and miR-15b/16-2 clusters. It will therefore be important to generate triple knockout mice for all clusters, which may uncover additional aspects of the physiological role of the miR-15 family in B cells.

In the non-B cell population, our study furthermore confirms and reveals additional immune cell compartments that are particularly sensitive to a small decrease in miR-15 levels, as it occurs in either miR15a/16-1 or miR-15b/16-2 single knockout mice, as well as compartments that tolerate deletion of one cluster but are severely affected by the loss of the whole miR-15 family. With respect to the former, we have recapitulated the previous finding that NK cells are dependent on high miR-15 levels, since deletion of the miR-15a/16-1 cluster alone already resulted in a maturation block (Sullivan et al., 2015). Interestingly, loss of the miR-15b/16-2 cluster did not alter NK cell maturation in our hand, but a combined deletion of both clusters further aggravated the developmental block at the stage III to IV transition. We hypothesize that miR-15b/16-2 is simply expressed to a lower extent in this subpopulation, and that its loss fails to reduce miR-15 levels below the critical threshold that provokes a phenotype. The concomitant deletion of both clusters in such a setting, however, completely abolishes miR-15 family expression and consequently enhances the developmental delay.

The myeloid compartment, on the other hand, appears to be less sensitive to changes in miR-15 levels. Here, loss of either cluster is well tolerated, but a complete deletion of both clusters provokes an increase of myeloid cells, in particular neutrophils, in the bone marrow and spleen already in young mice. These findings are in accordance with recent reports describing the onset of acute myeloid leukemia (AML) at an age of 5 months upon combined whole body deletion of miR-15a/16-1 and miR-15b/16-2 (34). This has been linked to deregulated expression of Cyclin D1, Cyclin D2 and anti-apoptotic Bcl-2 (34), but it is likely that additional miR-15 target genes identified or confirmed in this study are involved as well. One interesting candidate in this context is *Cdc25a*, which has already been reported to be regulated by miR-16 in an AML subtype (FLT3-ITD AML) and serves as a critical factor for AML development (Sueur et al., 2020). Similarly, our analysis in B cell progenitors has identified *Fam122a*, encoding an inhibitor of the well-established tumor suppressor protein phosphatase 2A (PP2A), as a direct miR-15 target. 

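*Fam122a* was higher in DKO than in control pro-B cells, at 84.4 ± 5.08 against 52.2 ± 3.29 CPM (SD, n = 4 mice each). The log2 fold change was 0.69 (standard error 0.09, adjusted p = 0.00197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene lies on the minus strand of chromosome 19 of GRCm38, from 24475779 to 24477474, and its 3' UTR was not searched for seed matches, as GENCODE M21 annotates none.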

Fam122a overexpression has been shown to enhance cell proliferation and colony formation (52), and a recent study even indicates that Fam122a is required for AML growth and survival and that it promotes AML development *in vivo* (53). For the future, it will therefore be interesting to investigate whether these genes are indeed causally linked to AML in the miR-15 DKO mouse model.

Taken together, our data confirm and build on previous findings regarding the role of the miR-15 family in NK cell maturation and myeloid expansion, and establish a novel function in early B cell development *in vivo*. In correspondence with its described tumor-suppressive function, physiological levels of miR-15 family members restrict or limit expansion of progenitor B cells at several stages, thereby ensuring proper transitions between phases of proliferation and differentiation. In analogy to most miRNAs that have been extensively studied so far, the miR-15 family appears to exert this role by modulating an extensive network of target genes, in this case including direct cell cycle regulators as well as prominent growth factor receptors and their downstream signaling cascades. However, more work is needed to elucidate which target genes – both direct and indirect – orchestrate the precise sequence of proliferation and differentiation that is a prerequisite for proper B cell development.

## Data availability statement

The datasets presented in this study can be found in the https://www.ncbi.nlm.nih.gov/geo/ online repository under accession number GSE201238.

## Ethics statement

The animal study was reviewed and approved by animal welfare committees of the University of Veterinary Medicine Vienna and the Medical University of Innsbruck in accordance with good scientific practice guidelines and national legislation (license numbers: BMBWF-68.205/0023-II/3b/2014 and BMBWF-66.011/0021-V/3b/2019).

## Author contributions

KH and SH designed the research, performed experiments, and analyzed data. LA and TR performed experiments. TS analyzed data. KH and SH wrote the first manuscript draft and prepared the figures. KH, AV, TR, and SH reviewed and edited the manuscript. AV, TR, and SH acquired funding. All authors contributed to manuscript revision, read, and approved the submitted version.

## Funding

This work was supported through the Austrian Science Fund (FWF; P30196-B26) to SH.

## Acknowledgments

We thank K. Rossi, S. Gritsch, and I. Gaggl for animal care and their technical assistance.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

Supplementary Figure 1 Targeting strategy and total cell counts of selected splenic immune cell subsets. **(A, B)** Targeting strategy for deletion of the miR-15a/-16-1 and miR-15b/16-2 cluster. The knock-in alleles were generated by CRISPR/Cas9-induced targeting of murine ES cells with a DNA template containing the miR-15a/16-1 or miR-15b/16-2 clusters flanked by loxP sites (black triangles) and two homology arms. Cre-mediated deletion of the loxP-flanked DNA region creates the miR-15a/16-1 or miR-15b/16-2 null allele, respectively. **(C, D)** Splenic cell numbers were counted and total numbers of the indicated immune cell subsets were calculated accordingly. The bar graphs summarize the total cell counts for each described immune cell subset for miR-15a^fl/fl Vav-Cre^, miR-15b^fl/fl Vav-Cre^, miR-15a/b^fl/fl Vav-Cre^ and miR-15a/b^+/+ Vav-Cre^ mice. Each dot represents the data derived from one mouse. Error bars depict the standard deviation of the mean. Each of the different miR-15 knockout groups were statistically compared to miR-15a/b^+/+ Vav-Cre^ mice by an unpaired two-tailed Student’s t-test. *P < 0.05; *P < 0.005; ***P < 0.0005.

Supplementary Figure 2 Total cell counts of bone marrow immune cell subsets and c-KIT expression in pro-B cells. **(A)** Total bone marrow cell numbers were counted and calculated for the indicated immune cell subsets. The bar graphs summarize the total cell counts for each described subset for miR-15a^fl/fl Vav-Cre^, miR-15b^fl/fl Vav-Cre^, miR-15a/b^fl/fl Vav-Cre^ and miR-15a/b^+/+ Vav-Cre^ mice. **(B)** Representative FACS plots for c-KIT surface expression in control^Vav-Cre^ and miR-15a/b^fl/fl Mb1-Cre^ pro-B cells. The left bar graph depicts the protein expression of c-KIT on pro-B cells relative to a staining with an isotype, the right graph shows *kit* gene expression as determined by quantitative RT-PCR. **(C)** The first bar graph depicts the relative percentages of B cells in the bone marrow of miR-15a/b^fl/fl Mb1-Cre^ and miR-15a/b^+/+ Mb1-Cre^ mice. All other graphs provide total cell numbers, calculated as in A. Each dot represents the data derived from one mouse. Error bars depict the standard deviation of the mean. Each of the different miR-15 knockout groups were statistically compared to miR-15a/b^+/+ Vav-Cre^ mice by an unpaired two-tailed Student’s t-test. *P < 0.05; *P < 0.005; ***P < 0.0005. MFI, mean fluorescence intensity.

Supplementary Figure 3 Hematopoietic lineage progenitors in the bone marrow. **(A)** Schematic gating strategy for flow cytometric quantification of common lymphoid progenitors (CLPs), granulocyte-monocyte progenitors (GMPs), megakaryocyte-erythroid progenitors (MEPs) and common myeloid progenitors (CMPs). **(B)** Representative FACS plots for the respective lineage progenitors in the bone marrow of miR-15a^fl/fl Vav-Cre^, miR-15b^fl/fl Vav-Cre^, miR-15a/b^fl/fl Vav-Cre^ and miR-15a/b^+/+ Vav-Cre^ mice. Numbers indicate the percentage of cells within the respective region. **(C)** Statistical analysis of data as shown in B. Each dot represents the data derived from one mouse. Error bars depict the standard deviation of the mean.

Supplementary Figure 4 Specific derepression of a GFP-based miRNA reporter by a miRNA sponge. WK3 pre-B cells expressing a GFP-based control reporter lacking a miRNA binding site or a miR-16 reporter encoding one site complementary to miR-16 were transduced with a control construct (upper lane) or with a sponge construct encoding multiple binding site for miR-15 family members. Dot plots show the GFP fluorescence of non-transduced (grey) and transduced (light red) cells. Histogram overlays are provided for better visualization. Note that expression of a miR-15-specific sponge derepresses the miR-16 reporter, but not the control reporter.

How the deposited data were processed for this re-analysis (not part of the article)

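RNA from sorted bone marrow pro-B cells of 4 control (miR-15a/b^+/+ Vav-Cre^) and 4 DKO (miR-15a/b^fl/fl Vav-Cre^) mice was measured by RNA sequencing, with 1 library per mouse. Groups and replicate numbers were taken from the sample labels, and the paper describes each column of its heatmap as cells from 1 mouse. The authors deposited raw counts per gene: reads were trimmed with Trimmomatic, aligned with STAR and counted with featureCounts, whose versions and strand setting are not given in the sources used here. The deposited counts are whole numbers without normalization. All 8 columns of counts were used, and the table has 0 other columns of per-sample values. It also gives each gene's position and exon length, and 60 genes lie on more than 1 chromosome. Of 24035 genes found by symbol in RefSeq GRCm38.p6, 90.1% have a start or end within 10 bases of the deposited position. A spreadsheet had turned 13 gene names into dates, and these were restored by position. Genes of the mitochondrial chromosome were not analysed here.

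Counts were normalized by TMM and filtered with filterByExpr (minimum count 10, minimum total count 15), which left 12714 genes. The fit had the genotype as its only term. Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes carry edgeR's prior count of 0.125, and CPM values use TMM library sizes. At these library sizes the spread between mice and not counting error limits most comparisons, while genes below 0.1 CPM rest on a few counts. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 30 lists with at least 5 tested members. The same lists were run with an estimated correlation and with fry. Of the 14 lists past the threshold, 7 kept it with an estimated correlation. The lists not named at a conclusion are given under the other observations. Seed matches were searched in the longest 3' UTR of each protein-coding gene of GENCODE M21, and in the shortest as an alternative. Called genes within 10 Mb of *Dleu2* and *Smc4* were compared with all others by Fisher's exact test. The tests and the count model were tried on simulated data: with 100 genes changed 1.5-fold and 100 changed 2-fold among 12554 genes in 4 against 4 libraries, 47 and 84 were recovered, with 5 false calls of 136. A simulated list of 40 genes raised 1.3-fold was found by camera, and 2 of 20 unchanged lists had a p under 0.05. Simulated genes varied independently and the changed ones were among the more abundant. Lists of correlated genes, such as DNA replication with an estimated correlation of 0.495, and changes of low genes were therefore not tried.

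The comparisons, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined, after the paper and its Table S2 had been read. The rule names every gene the paper names for this experiment; the 15 genes with the largest log2 fold change in each direction among those past the threshold, with a mean of at least 5 CPM and groups that do not overlap; and, in each list, the members past the threshold and, where fewer than 4 pass, those with the smallest p up to 4. Examples were taken from these names. The values of the Table S2 genes had been seen beforehand. The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, limma-voom, other normalizations and filters, a robust fit, the replicate number as a block, leaving out each mouse, and leaving out immunoglobulin and hemoglobin genes or *Xist* and Y-linked genes. An added alternative, chosen after seeing the data, took the log2 CPM of *Xist* (plus 0.1) as a covariate. Others chosen in the same way left the Table S2 genes out of the lists or joined the block with an estimated correlation. All pairs of replicates differed by more than the sampling noise, so each library was counted once. The targetscan, miRDB and GO term steps of the paper were not repeated here, nor were its flow cytometry, reporter, protein and RT-qPCR data analysed here.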

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

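The tests on *Siglech* and on the genes around *Dleu2* were set before their results were seen; the other groupings of the mice, the *Xist* covariate and the test on genes overlapping *Dleu2* were chosen afterwards.

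The paper follows up the genes that were higher in DKO pro-B cells and does not analyse the 245 that were lower. The 8 mice can be divided into groups of 4 in 35 ways. Only the real division gave 245 or more genes in its smaller direction, against 4 in the highest of the others, and only the real one gave 337 in its larger direction, against 35. No other division came near either count, though 1 in 35 is the smallest share that 35 divisions can give. The others each mix control and DKO mice, which widens the spread within their groups. The groups held unequal numbers of *Xist*-negative mice, 1 control and 2 DKO; with the *Xist* level as a covariate 1065 genes were called instead of 582, so unequal sex could not have been the whole cause, and a contribution of sex to single genes stays open.

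Among genes whose change the paper does not discuss, *Kcnip3* had a log2 fold change of 7.42, *Gpr20* of 4.78, *Pacsin1* of 4.53, *Cox6a2* of 2.70, *Ccl9* of 2.51, *Dleu2* of 2.37, *Hvcn1* of 2.33, *Gsg1* of 2.15, *Emid1* of 1.78 and *Mst1r* of 1.73. Among the lower genes, it was -3.33 for *Dnase1l3*, -2.82 for *Ehd3*, -2.37 for *Ccdc38*, -2.28 for *Klk8*, -2.22 for *Rab35*, -2.01 for *Fcna*, -1.97 for *Slc5a9*, -1.95 for *Hmox1*, -1.93 for *Rdh10*, -1.89 for *Thrb*, -1.86 for *Scn4b*, -1.82 for *Hebp1*, -1.63 for *Prnp*, -1.61 for *Ccl25* and -1.50 for *Pcdh9*. All of these passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of *Kcnip3*, whose control level rests on a few reads, was 9.76 without control mouse 3, that of *Gpr20* 5.43 without control mouse 3, that of *Ccl9* 1.82 without DKO mouse 3 and that of *Ehd3* -1.74 without control mouse 2. In fits that left out 1 mouse, *Ehd3* did not pass without any 1 of the DKO mice (adjusted p from 0.0615 to 0.0825), *Fcna* not without DKO mouse 1 or 2 (0.0721 and 0.0682) and *Rdh10* not without control mouse 4, DKO mouse 2 or DKO mouse 3 (0.0520, 0.0569 and 0.0585). *Pcdh9* passed only without control mouse 1, control mouse 3 or DKO mouse 1, *Ccl25* only without control mouse 1 or 4, *Hmox1* only without control mouse 1 or DKO mouse 4, and *Ccl9* only without control mouse 1, with adjusted p up to 0.0726, 0.0837, 0.0815 and 0.143 in the other fits.

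*Pacsin1* and *Cox6a2* were listed beforehand as markers of plasmacytoid dendritic cells, and *Cd300c*, a further one, was also higher, but only 2 of these markers passed without control mouse 2, 3 or 4 or DKO mouse 1, 2 or 3. Such cells in the DKO sort were one candidate source, and the paper does not state the surface markers at this experiment. *Siglech*, a marker that those cells express strongly, was at 0.959 CPM in control and 0.352 CPM in DKO cells, and the upper 95% bound of its log2 fold change was 0.00827, against a lower bound of 4.06 for *Pacsin1*; *Bst2* was at 106 and 94.4 CPM and *Ccr9* at 0.645 and 0.899 CPM. These values argue against plasmacytoid dendritic cells as the source. A rise of *Pacsin1* and *Cox6a2* within the pro-B cells of DKO mice is one hypothesis that remains. It was not tested, and other sources were not weighed.

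*Dleu2* rose although the cluster in its intron was deleted. Reads of overlapping genes could have been counted to it, but *Trim13* and *Kcnrg* had upper 95% bounds of their log2 fold changes of at most 1.97, below the lower bound of 2.13 for *Dleu2*. The embryonic stem cells were of mixed strain, and sequence of the other strain may remain around the targeted allele: of 169 other genes within 10 Mb of *Dleu2*, 5 were called (Fisher's exact test, p = 0.455, odds ratio 0.633). The rule set beforehand took such a p as evidence against this source, which was wrong, since linked sequence could act on *Dleu2* alone and a missed threshold over 169 genes shows no absence, so it cannot be told apart from an effect of the deletion.

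In 14 of 170 groups of 4 mice, from 85 of the genes analysed, 1 mouse lay far from the other 3 by Dixon's test (8.24%), and chance alone gives about 1 in 20 groups. In control mouse 1 these were *Mapk3* (38.0 CPM, others 42.7 to 43.4), *Dnase1l3* (15.0, others 22.2 to 23.2), *Rab35* (75.1, others 41.6 to 44.7) and *Klk8* (22.3, others 10.3 to 11.4). Control mouse 2 stood apart in *Ehd3* (39.6 CPM, others 5.27 to 8.61), *Mcm6* (316, others 353 to 357) and *Fcna* (16.9, others 5.73 to 7.45), control mouse 3 in *Kcnip3* (0.328 CPM, others 0 to 0.0522), *Meis1* (21.7, others 16.7 to 17.3) and *Mst1r* (3.70, others 1.84 to 2.06), and control mouse 4 in *Mcm2* (147 CPM, others 131 to 133) and *Hoxa9* (5.06, others 2.79 to 3.14). DKO mouse 4 stood apart in *Gsg1* (8.66 CPM, others 8.06 to 8.16) and DKO mouse 2 in *Hebp1* (1.78, others 2.34 to 2.43).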

How the results depend on the processing

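The *Xist* covariate, the block with an estimated correlation and the lists without Table S2 genes were chosen after seeing the data; the cause was not tested for any value below. *Il7r* and *Kit* kept their direction and passed in each of the 21 alternatives, with log2 fold changes of 0.86 to 1.05 and 1.05 to 1.39. Through the alternatives 85 genes were followed, which are not all the genes named, and each kept its direction. For those other than *Il7r* and *Kit*, 1555 values stayed on their side of the threshold, 178 no longer passed and 7 newly passed. Counts of higher and lower genes were 519 and 461 in the likelihood ratio test, 679 and 559 in DESeq2, 559 and 506 with the *Xist* covariate, and 142 to 493 and 84 to 398 without 1 mouse. Beyond 0.5 log2, 398 were higher in DESeq2 and 132 to 321 without 1 mouse; 367 were lower in the likelihood ratio test, 395 in DESeq2, 317 with the *Xist* covariate and 82 to 278 without 1 mouse. Fits without 1 mouse have fewer samples, and those without Table S2 genes lose genes chosen as higher in these mice. Of the Table S2 genes, 36 to 54 passed without 1 mouse. The replicate number as a block gave 94 higher and 54 lower genes, all beyond 0.5 log2, and 30 Table S2 genes. Mice with the same number did not deviate together (correlations -0.29, 0.09, -0.27 and -0.11, none best matched by its own number). Control and DKO mice numbered 1, 3 and 4 differed in *Xist*, which can itself lower these correlations. The values therefore show no sign of pairing by number but cannot exclude it. Of the gene lists, 7 passed with an estimated correlation, 2 with the block and an estimated correlation, 8 without Table S2 genes, 1 with both, and 13 to 16 without 1 mouse. The shift of 8mer genes was 0.0725 with an estimated correlation and 0.0564 without Table S2 genes, neither past the threshold, and 0.0630 to 0.0982 without 1 mouse. For all genes with the heptamer TGCTGCT, a larger set that includes 7mer-m8 genes, the shift was 0.0276. It was not past the threshold against 20 other heptamers. The odds ratio of called genes near the deleted loci turned from 0.947 to 1.55 within 5 Mb and 1.25 within 20 Mb, and was 0.459 to 1.15 without 1 mouse (1.15 without control mouse 3, 1.10 without control mouse 4).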

Differences from the paper's values

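The paper states 346 higher genes. Its statistics section, which describes t-tests, takes P-values under 0.05 as significant, and its text gives no fold change threshold for these genes. Within Table S2 the smallest log2 fold change is 0.507 and the largest adjusted p is 0.0449. At an adjusted p under 0.05 and a log2 fold change above 0.5, 242 genes were higher in edgeR's quasi-likelihood test, 357 in its likelihood ratio test and 398 in DESeq2. The paper lists all 65 genes of Table S2 as higher: 55 passed the quasi-likelihood test, and the 10 others (*Tpm2*, *Ncapg2*, *Usp2*, *Asf1b*, *Nuak2*, *Siah1b*, *Zswim3*, *Ippk*, *Dusp1* and *Ski*) passed the likelihood ratio test, with adjusted p from 0.00481 to 0.0433. Table S2 lists LR values, the statistic of the likelihood ratio test. All 65 genes also passed in DESeq2. The log2 fold changes of the 65 genes differed from those of Table S2 by at most 0.00568.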

Other observations

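The tests of other groupings of the mice and the list test that left out Table S2 genes were chosen after the results were seen, and the remaining tests of this part were set beforehand. *Kit*, which encodes the receptor for stem cell factor, was higher in DKO pro-B cells, at 41.5 ± 8.95 against 17.9 ± 4.68 CPM (SD, n = 4 mice each), a log2 fold change of 1.21 (standard error 0.20, adjusted p = 0.00810 from edgeR's quasi-likelihood test). The adjusted p of *Kit* lay between 1.3e-07 and 0.0307 over the alternatives. Of 10 tested genes of stem cells and early progenitors, *Kit*, *Hoxa9* and *Meis1* were higher and 7 did not pass (3 higher and 1 lower when adjusted over the list alone). *Hoxa9*, a homeobox gene of early progenitors, rose from 3.50 ± 1.05 to 9.29 ± 1.26 CPM, and *Meis1*, its partner in transcription, from 18.2 ± 2.31 to 26.9 ± 2.13 CPM. Camera gave this list an adjusted p of 0.0260 and an adjusted p = 0.119 with an estimated correlation. Without 1 mouse its adjusted p was 0.163 (control mouse 2), 0.0728 (control mouse 3), 0.0590, 0.0734, 0.142 and 0.123 (DKO mouse 1, 2, 3 and 4). *Meis1* passed only without control mouse 1, control mouse 3 or DKO mouse 2, with adjusted p up to 0.0749 in the other fits. Of 23 genes of the PI3K/AKT cascade, 1 was higher, the adaptor *Pik3ap1* (113 ± 23.1 to 211 ± 26.0 CPM), also when adjusted over the list alone. *Akt1* was at 199 ± 17.0 and 237 ± 16.1 CPM in control and DKO cells (adjusted p = 0.136 from edgeR), and *Akt2* at 56.5 ± 6.54 and 54.9 ± 3.67 CPM.

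Of 15 p53 target genes, *Phlda3*, *Bbc3* and *Cdkn1a* were higher (5 higher and 1 lower when adjusted over the list alone), with an adjusted p of 0.00242 in camera and an adjusted p = 0.0571 with an estimated correlation. *Bbc3*, which encodes the pro-apoptotic protein PUMA, rose from 5.40 ± 0.425 to 10.7 ± 2.85 CPM, and was the 1 gene of 14 apoptosis regulators that passed (2 higher and 1 lower when adjusted over the list alone). Without control mouse 1, 2 of these were higher and 1 was lower, without DKO mouse 3, 1 was lower and none higher, and without control mouse 4 or DKO mouse 4 none passed. *Bbc3* did not pass without control mouse 4, DKO mouse 3 or DKO mouse 4 (adjusted p = 0.0646, 0.0689 and 0.0547), and *Cdkn1a* passed only without control mouse 1 or 4, with adjusted p up to 0.0976 in the other fits. Without 1 mouse, 1 p53 target was higher without DKO mouse 3 or 4. Of 14 genes of V(D)J recombination, 1 was higher (1 higher and 1 lower when adjusted over the list alone), *Hmgb1* (2414 ± 460 to 4047 ± 493 CPM), which did not pass without control mouse 4, DKO mouse 1 or DKO mouse 2 (adjusted p = 0.0620, 0.0656 and 0.0584). *Rag1* was at 133 ± 32.0 and 99.3 ± 10.0 CPM in control and DKO cells (adjusted p = 0.158 from edgeR), and passed without control mouse 1 (adjusted p = 0.0320); *Rag2* was at 548 ± 57.5 and 436 ± 54.9 CPM (adjusted p = 0.124). Of 14 genes described elsewhere as miR-15/16 targets, 6 were higher, all of them in Table S2, while *Bcl2*, *Ccnd1* and *Ccnd2* did not pass. Camera gave this list an adjusted p of 2.1e-12, and an adjusted p of 0.978 for the 8 others alone, whose direction was down. The 6 left out are the members that were higher, so that last test lost them by selection. Of the Table S2 genes that the paper put into its reporter assay, all 11 that it found repressed and 5 of the 6 that it did not were higher (11 and 6 when adjusted over the list alone), which is not independent evidence of direction, as the study chose them.

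Markers of other cells were mostly not called. Of 8 markers of plasmacytoid dendritic cells 3 were higher (4 when adjusted over the list alone; camera adjusted p = 1.6e-06), and of 7 genes at the targeted loci 1 was (3 when adjusted over the list alone and 3 in DESeq2), *Dleu2*. Camera gave the list of targeted loci, *Dleu2* included, an adjusted p of 1.3e-06 upward, an adjusted p of 0.0109 with an estimated correlation and 0.0400 when Table S2 genes were also left out. Linked sequence and the deletion would both act at these loci, so this does not tell them apart. Of the tested markers of neutrophils (17), erythroid cells (8), T cells (5), NK cells (6), plasma cells (6), basophils and mast cells (5) and megakaryocytes (3), and of interferon response genes (19) and immediate early genes (12), none passed edgeR's quasi-likelihood test. At an unadjusted p under 0.05 there were 0, 1, 1, 1, 2, 0, 1, 1 and 3 of them, and 1 erythroid and 1 T cell gene were lower when adjusted over the list alone. The likelihood ratio test called 1 lower erythroid and 1 lower T cell gene and 1 higher immediate early gene, DESeq2 called 1 lower T cell gene, 1 higher NK cell gene and 1 higher immediate early gene, and limma-voom called none. The fit without control mouse 1 called 1 lower immediate early gene and that without control mouse 3 called 1 lower erythroid gene. Camera tests of markers passed downward in some fits that left out 1 mouse: neutrophils without control mouse 2 (adjusted p = 0.0260) and interferon response genes without control mouse 4 or DKO mouse 4 (2.1e-04 and 0.00208). Erythroid markers, all 8 of them below 0 with a median log2 fold change of -0.61, did so without control mouse 2, control mouse 3, DKO mouse 2 or DKO mouse 4 (0.0302, 0.0140, 0.0146 and 0.0442). NK cell markers passed upward without control mouse 1 (0.0480). Of the monocyte and macrophage markers, 7 had an unadjusted p under 0.05, and camera passed downward without control mouse 3, DKO mouse 3 or DKO mouse 4 (0.0122, 0.0117 and 0.0251). Among them *F13a1* alone passed, and was higher (43.2 ± 4.24 to 57.3 ± 1.82 CPM); with 1 mouse left out it passed only without control mouse 1 or 2, with adjusted p up to 0.108 in the other fits. The macrophage genes *C1qa*, *C1qb* and *C1qc* had log2 fold changes of -1.66, -1.31 and -1.30 and did not pass (adjusted p = 0.124, 0.164 and 0.179 from edgeR). In 35 divisions of the 8 mice, 14 or more lists passed in 3 of them, the real one included, with up to 17 in the others, so chance cannot be excluded for the number of lists.

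The shift of 8mer genes was 0.0725 in log2 fold change, and 6 of the 35 divisions gave a shift as large in either direction, up to 0.0971, so chance cannot be excluded for it. Within 5 bins of 3' UTR length the median shift was 0.100 (permutation test, two-sided, 100000 resamples, p = 2.0e-05), a p that treats genes as independent. Of 20 heptamers with the same bases in another order, 4 gave a shift as large as that of TGCTGCT but negative, and 0 gave a positive shift as large. For the Table S2 genes, 1 division, the real one, gave 55 called genes, with 0 in the highest of the others. The study chose these genes on the real division, so this cannot test chance for that count. Beyond 0.5 log2, only the real division gave 242 higher and 200 lower genes (highest others 35 and 4), 1 in 35 being the smallest share possible. Near the deleted loci, 9 of 207 genes within 10 Mb were called (4.35%), against 573 of 12507 elsewhere (4.58%; Fisher's exact test, two-sided, p = 1). Only the real division called 9 of them, with 0 in the highest of the others. The other divisions called at most 39 genes anywhere, so this says nothing particular about the loci.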
